# Strain matters: host responses reflect symbiont origin in the squid-vibrio symbiosis

**DOI:** 10.1128/msystems.00498-25

**Published:** 2025-11-17

**Authors:** Vera Beilinson, Grischa Y. Chen, Alexis C. Hargadon, Edward G. Ruby, Margaret J. McFall-Ngai

**Keywords:** transcriptomics, development, specificity, squid, *Vibrio*, genomics, diversification

## Abstract

Understanding the cause and consequences of bacterial strain variation remains a challenge in the study of symbioses. While the diverse reactions of the host immune system to strain variants have been well studied in pathogenesis, much less is known about how strain variation influences beneficial associations. From the complex vertebrate gut microbiome to the more tractable invertebrate models of symbiosis, the host’s cellular and molecular responses to this diversity remain largely a mystery. Here, we explore strain diversity in *Vibrio fischeri*, the bioluminescent bacterial symbiont of the Hawaiian bobtail squid, *Euprymna scolopes*. Phylogenetic analyses of the genomes of 62 *V*. *fischeri* strains, including 50 light organ-associated and 12 planktonic isolates, revealed several genes that were absent in planktonic strains, but uniformly present in symbiotic ones. To better understand the consequences of this diversity to the host, we selected five light-organ associated strains: three from *E. scolopes* but having different combinations of colonization factors, one from a congeneric squid host, and one from a marine fish. We colonized juvenile *E. scolopes* with these strains and, using RNAseq, found that (i) the most similar host transcriptomic responses occurred among the native *E. scolopes* strains, (ii) intermediate was the strain from the related squid, and (iii) least similar was the fish strain. Importantly, native strains downregulated immune-related genes more than non-native ones. Finally, host development was atypical or delayed when colonized by non-native strains. These experiments point the way to more targeted studies of the mechanisms underlying host responses to symbiont strain diversity.

**IMPORTANCE:**

Variation among strains of a bacterial species is a powerful factor underlying the intensity of host responses during pathogenic infections. Less is known about the cellular and molecular responses of host tissues to differences between the strains present in an animal's normal microbiome. We use a natural, species-specific, symbiosis to explore the influence of strain-level differences on host gene expression and morphogenesis. Analysis of symbiotic strains from squids and fishes, as well as free-living strains, shows that the carriage of colonization determinants, while critical to competitive success among strains of a species, has a minimal effect on the transcriptional response of the host. We provide evidence that a more important driver of normal gene expression during the development of symbiosis is the history of a strain’s co-diversification with its host species. Such studies, using simple invertebrate models, allow the recognition of otherwise obscured interactions underlying the more complex microbiomes of vertebrates.

## INTRODUCTION

Bacteria exhibit remarkable genome plasticity, enabling the diversification of species into genetically distinct strains that collectively can occupy a wider range of environments and ecological niches. This natural strain-level variation often has profound functional consequences. In host–microbe symbioses of plants and animals, strain-level differences in the bacterial symbiont can shape the success of microbial colonization and persistence, as well as the nature of the host responses to its bacterial partners. For example, differing outcomes of bacterial pathogenesis associated with strain variation has long been known (1), and in some diseases, an individual can carry multiple strains of a pathogen, where such diversity can modulate disease intensity and progression (2). Recent studies have demonstrated that in a mutually beneficial context, natural strain variation appears to be a key feature of the vertebrate microbiome (for review, see references 3, 4). However, because of the bacterial complexity of many microbiomes and the inability to culture many of their component species, defining strain-level characteristics has been challenging although great strides in analysis of this complexity are being made (5).

Several studies using invertebrate models, which typically have a microbiome with fewer species, have demonstrated the importance of strain variation, but few have examined the molecular and cellular impact on the host (see, e.g., 6–9). Naturally occurring monospecific bacterial symbioses offer the opportunity to experimentally manipulate strain variation and study its impact with high resolution. The best studied of such binary associations are the legume–rhizobium symbioses (10), where specificity is dictated by genetic factors from both partners. For example, the bacterial *nodE* gene influences host range by modifying nodulation (Nod)-factor structure, while the host, *Medicago truncatula,* produces nodule-specific cysteine-rich (NCR) peptides that act selectively against incompatible strains (11). Beyond molecular compatibility, functional outcomes also reflect co-evolutionary history. Studies have shown that native rhizobial strains often have a competitive advantage when colonizing the roots of their cognate host, outperforming non-native strains when both are present (12). These findings illustrate a key principle: host-microbe compatibility and potential co-evolution can develop both at the species level and the strain level.

To explore these phenomena within an animal-microbe symbiosis, we have used the species-specific light-organ association between the Hawaiian bobtail squid *Euprymna scolopes* and its bioluminescent bacterial symbiont *Vibrio fischeri* (13, 14). Males of this host have only the *V. fischeri* light-organ (LO) symbiosis throughout their lifespan, whereas females have two sites of symbiosis: the LO, which is present throughout life in both sexes, as well as a consortial accessory nidamental gland (ANG) (Fig. S1), which develops only in mature females (13) and is typical of the females of many squid species. Like the plant-rhizobium association, the binary system of the juvenile *E. scolopes* LO provides a tractable model to study how colonization by different symbiont strains influences the host response.

Juvenile squid hatch into seawater, where *V. fischeri* strains make up <0.1% of the microbial community (15, 16). Nonetheless, it is the only bacterial species capable of entering and colonizing the host’s nascent LO, reflecting the host’s remarkable selectivity for its symbiont. While *V. fischeri* defines the species-level symbiont identity, the LO of the Hawaiian host can be colonized by a number of different *V. fischeri* strains found in the bacterioplankton (17). However, at the level of the individual host, the number of colonizing strains is affected by the biogeography of the organ, i.e., each juvenile host organ has six independent interior crypts and typically entertains between one and six *V. fischeri* strains (Fig. 1A). This observation and other studies have provided evidence that each crypt is usually colonized by a single bacterium (16, 18).

**Fig 1:**
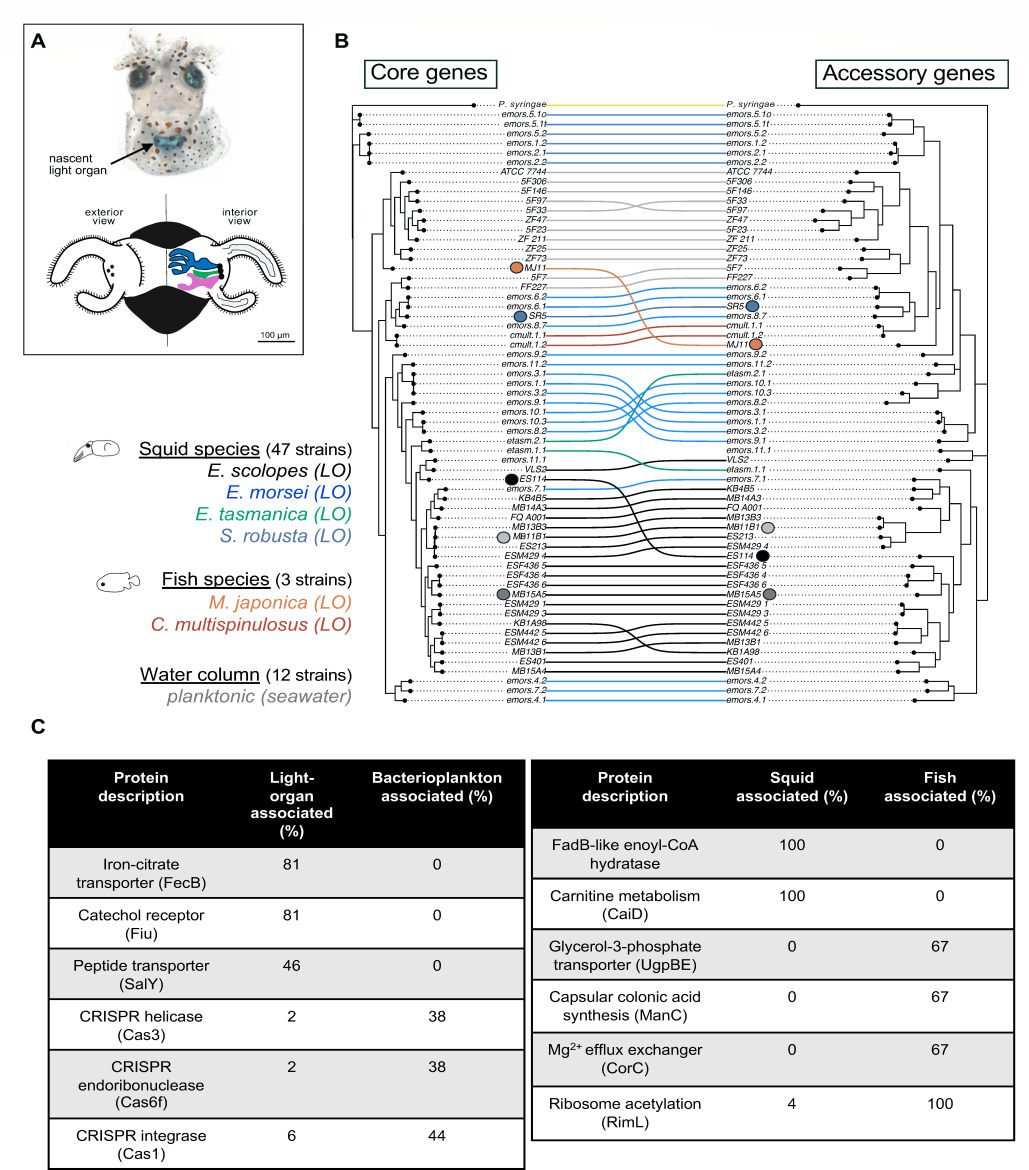
Patterns of gene content in *Vibrio fischeri* isolates diverge across niches and hosts. (**A**) Cartoon of *E. scolopes* nascent light-emitting organ (LO). Left side: external view showing ciliated appendages and three surface pores leading to the internal crypts in which symbionts will be housed. Right side: cut-away view of LO interior showing three of the organ’s six crypts. (**B**) Co-phylogenetic analysis. Left tree: Core genome comparison (nucleotide level) based on orthologous genes. Right tree: Accessory genome clustering based on presence/absence of gene content. Analysis includes 50 light organ-associated strains (from squids or fishes) and 12 planktonic (i.e., seawater) isolates. Trees are rooted on the outgroup species *Pseudomonas syringae*. Branch lengths are log-transformed for visualization. The branch length of *P. syringae* was shortened to fit within the figure. (**C**) Functional enrichment analysis (percent of strains encoding these symbiosis-associated proteins). Left: Proteins enriched in *V. fischeri* LO isolates (50 strains) compared to *V. fischeri* isolates not associated with a LO (12 strains). Right: Proteins enriched in strains associated with squid LOs (47 strains) compared to fish LOs (3 strains).

Some strains of *V. fischeri* are not as effective at colonizing the Hawaiian squid host as native strains from *E. scolopes* LOs. For example, MJ11, a *V. fischeri* strain isolated from the LO of the Japanese pinecone fish, *Monocentris japonica*, is unable to colonize *E. scolopes* under typical environmental conditions of low *V. fischeri* abundance (19). MJ11 colonizes poorly because it lacks the gene encoding the Syp-biofilm-promoting regulator, RscS (Fig. S2), which induces the production of an exopolysaccharide that facilitates the colonization of juvenile squid (20, 21). Introducing *rscS* into the MJ11 genome conferred colonization ability under typical conditions, illustrating how specific genetic elements shape host compatibility. These examples highlight how different strains can compete for colonization (14), but how do strain differences affect host responses?

The carriage of several colonization factors differs among native *E. scolopes*-associated strains (14, 22, 23) (Fig. S2). For example, dominant “D” strains are faster colonizers and more competitive than sharing “S” strains, at times excluding them from the crypt spaces (24). Competition within the host crypts, where the symbionts permanently reside, is also reflected in features such as the presence or absence of a type VI secretion system (T6SS) that mediates inter-strain antagonism (25, 26). However, little is known about how carriage of these colonization factors influences host responses.

While much is known about the host’s reactions to colonization by the best-studied *V. fischeri* strain, ES114 (13), the transcriptional and developmental responses to other symbiont strains of different hosts have remained poorly examined. In this study, we compare the effects of colonization by several *V. fischeri* strains, isolated from the LOs of several species of squids and fish, on relative LO gene expression (as based on transcript levels) and developmental phenotypes in juvenile *E. scolopes*. We find that the host’s transcriptional signature varies with the evolutionary and environmental history of the symbiont strain. Specifically, gene-expression responses are most similar when newly hatched juvenile squid are exposed to *E. scolopes* LO isolates, intermediate for strains derived from another species of squid, and most divergent for a fish LO isolate. In addition, several differences in the trajectory of juvenile light-organ development were observed. These findings reveal that the host can discriminate among conspecific strains, suggesting that host–symbiont compatibility and communication can evolve through fine-scale, strain-level co-adaptation. The results add to growing evidence for the importance of considering bacterial diversity below the species level in studies of beneficial symbiosis (27, 28).

## MATERIALS AND METHODS

### Phylogenetic trees, the pangenome, and functional enrichment

Publicly available *V. fischeri* strains with clearly defined isolation sources were downloaded from NCBI in May 2025. RefSeq (GCF) genome assemblies were used. Pangenome analysis was performed using Anvi’o (v8), and functional enrichment between pairwise comparisons was assessed using anvi-compute-functional-enrichment-in-pan.

Orthologs were identified using OrthoFinder (v2.5.5). A binary matrix of gene presence/absence was generated using default parameters, and a nucleotide-based phylogenetic tree was constructed using the -n flag. Multiple-sequence alignment was performed with MAFFT, and gene trees were inferred using IQ-TREE. Co-phylogeny trees were visualized in R using ggtree (v3.12.0) and ape (v5.8-1).

### Sources of *V. fischeri* strains and construction of an *rscS* expression vector

A total of 62 strains of *V. fischeri* were isolated from a number of light organs and seawater samples (Table S1). Particular emphasis was placed on five strains of symbionts (Fig. 1B): ES114, MB11B1, and MB15A5 were isolated from the light organs of adult *E. scolopes* collected in nearshore waters of Oahu, Hawaii, as previously described (29, 30). Strain SR5 was obtained from the light organ of an adult specimen of the related sepiolid squid *Sepiola robusta,* collected off the French Mediterranean coast (31). Strain MJ11 was isolated from the light organ of an adult Japanese pinecone fish, *Monocentris japonica* (20). Construction of the *rscS* expression plasmid, pLMS33, and its empty control vector, pKV69, and their conjugation into MJ11 have been previously described (20, 32).

### Animal colonization by *V. fischeri* strains

Juvenile squid were exposed to bacterial strains within 4 h of hatching in offshore seawater obtained from Scripps Institution of Oceanography, La Jolla, CA. The inoculum was 50,000 CFU/mL, and exposure was for 3 h, unless otherwise noted. This unnaturally high concentration of *V. fischeri* cells (19) was used to limit the possibility that bacterial availability was limiting the inoculation process. Following exposure, animals were rinsed twice with offshore seawater and transferred to individual vials. At 24 h post-inoculation, luminescence was measured, and individuals were classified as colonized when the relative light unit (RLU) level had exceeded the detection limit of the luminometer (>100 RLU). The animals were transferred every 24 h to fresh offshore seawater as described previously (33). Only colonized animals were maintained for analysis at 72 h.

Squid were considered part of the same clutch if their eggs were laid by the same parental pair at the same time and the hatchlings emerged synchronously. Clutch identity was tracked in downstream analyses to account for genetic background effects.

### Determination of symbiont colonization level

At designated time points, individual squid were transferred to 1.5  mL Eppendorf tubes with a minimal volume seawater and anesthetized on ice. Samples were then frozen at −80°C to reduce surface contamination from external bacteria (34). After thawing, squid were homogenized and plated to determine CFU/mL per individual as described previously (33).

### Calculation of light-organ appendage length

At 72 h post-inoculation, squid were preserved on ice in 4% paraformaldehyde (PFA) in marine PBS (mPBS) consisting of 50 mM Na_2_PO_4_, 0.45 M NaCl, pH 7.4 (35). Samples were incubated overnight at 4°C on a rotating platform and then rinsed four times for 15 min with 4  mL mPBS. Squid tissue was stained with the nuclear stain DAPI (Thermo Scientific, Irwindale, CA) diluted 1:50 in mPBS for 24 h, followed by two rinses in mPBS to remove excess stain. Samples were mounted on glass depression slides with coverslips. Imaging was performed on an upright Zeiss (Dublin, CA) LSM 900 microscope. Arm length was estimated in FIJI (ImageJ) using the measurement tool, from a point at the center of the three pores to the tip of each arm.

### Measurement of bottleneck closure

Squid were colonized overnight (18 h) with a single *V. fischeri* strain at an inoculum of 10,000 to 50,000 CFU/mL. Colonization was confirmed using a luminometer; animals with luminescence below ~100 relative light units (RLU) were excluded from analysis to ensure consistent colonization. Squid were anesthetized on ice to prevent premature venting of their symbionts and fixed at 4°C in 4% PFA in mPBS for 24 h with rotation. Samples were rinsed four times for 15 min in mPBS. Light organs were dissected and incubated for 24 h in 400  µL mPBS containing 1% Triton X-100, DAPI (1:50), and rhodamine phalloidin (Biotium, Freemont, CA) diluted 1:50 in mPBS. Samples were rinsed two times in mPBS and mounted on glass depression slides with coverslips. Imaging was performed on a Zeiss LSM 900 confocal microscope. DAPI was used to visualize host nuclei, confirming colonization, and rhodamine phalloidin was used to stain filamentous actin to easily visualize and determine bottleneck diameter, as previously described (36). On both sides of the organ, crypt 1 (Fig. 1A), the most mature crypt with the least variation in structure (37), was imaged, and bottleneck diameters were measured using FIJI.

### Transcriptome assembly, annotation, and differential gene-expression analysis

A previous study had shown that *V. fischeri* colonization by strains isolated from the *E. scolopes* LO significantly changed host gene expression by 24 h post inoculation (hpi) (38). In this study, based on transcript levels, we characterized symbiosis-induced changes in gene expression at 72 hpi to minimize any effects of delayed colonization or morphological development by non-native strains. The CFU and luminescence differences among strains were negligible. At 72 hpi, squid were preserved in RNAlater (Thermo Fisher) overnight at 4°C and stored at 80°C until RNA extraction was performed. Light-organ total RNA was extracted using the Qiagen RNeasy Mini Kit with QIAshredder columns (Qiagen, Valencia, CA) per manufacturer’s instructions. Samples were treated with TURBO DNase (Thermo Fisher) to remove DNA contamination. RNA integrity was assessed using RNA 6000 Pico Kit for Bioanalyzer (Agilent Technologies, Santa Clara, CA). mRNA was separated from total RNA using NEBNect Poly(A) mRNA Magnetic Isolation Module (NEB, Ipswich, MA), and RNA-seq libraries were constructed using the NEBNext Ultra II RNA Library Prep Kit for Ilumina following the manufacturer’s protocols. The libraries were sequenced as paired-end reads (2 × 100 bp) on an Illumina NextSeq2000 at the Millard and Muriel Jacobs Genetics and Genomics Laboratory at Caltech.

Sequencing reads were quality-trimmed using fastp (v0.24.0) with default parameters. Cleaned reads were aligned to the *E. scolopes* reference genome (v2.2) (39) using STAR (v2.7.10b) in two-pass mode with a read overhang of 99. The resulting coordinate-sorted BAM file was used for genome-guided transcriptome assembly with Trinity (v2.1.1), using the --genome_guided_max_intron 500000 flag.

Assembled transcripts were clustered using CD-HIT-EST (v4.8.1) at a 95% similarity threshold (-c 0.95) and then mapped to the genome using GMAP (gmapl, v2024-08-14) with output format gff3_match_cdna. The resulting GFF3 file was converted to BED format using AGAT (v1.4.1), and overlapping features were identified with bedtools intersect (v2.31.0). Novel transcripts were retained and merged with published annotations using AGAT. As is the case for essentially all RNAseq analyses, the annotations reported here are inferred from sequence homologies and are not supported by biochemical confirmation of their functionality. With that understanding, the descriptor “putative” has not been appended in every reference to a geneʻs annotation.

Reads were quantified using featureCounts (v2.0.1) with the updated genome annotation using flags -g gene_id -t exon. Differential expression analysis was performed in R (v4.4.0) using DESeq2 (v1.44.0), with the design formula ~clutch + condition to account for clutch-specific variation. Differential expression between conditions was assessed using contrasts in DESeq2 with Benjamini-Hochberg correction for multiple testing and log2 fold-change shrinkage.

## RESULTS AND DISCUSSION

### Phylogenetic comparisons of free-living and host-associated *V. fischeri* strains reveal a strong clustering by ecological origin

Whole-genome analyses of 62 strains of *V. fischeri* isolated from a variety of sources (Table S1) indicated a strong clustering according to whether they were obtained from seawater (i.e., planktonic) or from the tissues of one of six animal host species (Fig. 1B). Strains obtained from the LOs of *Euprymna* spp. formed distinct clades in the core-genome-based phylogeny (Fig. 1B, left). In general, fish strains, and non-*Euprymna* squid strains clustered separately, suggesting the presence of both host-specific and tissue-specific lineages. This pattern demonstrated that the phylogeny of the *V. fischeri* strains reflects the source of the isolate and supports a possible effect of host-symbiont co-adaptation; however, an influence of geographic distribution is likely also present. Interestingly, analysis using the accessory (or “adaptive”) genome (Fig. 1B, right) revealed a similar pattern, but with higher variation (40), possibly capturing additional strain-level adaptations involving genes that are enriched in isolates from a particular niche. Such a genomic comparison further showed that, while these 62 *V*. *fischeri* strains share a conserved core genome, each strain also encodes a considerable number of singleton genes, i.e., ones that are found in only one strain. An example of such a comparison of singleton gene carriage was depicted for 5 *V*. *fischeri* strains (Fig. S3), showing between 150–400 singletons among those LO isolates. The apparently limited distribution of these singleton genes suggested they have been acquired relatively recently and may be an important class of genetic elements in the diversification of symbiotic *V. fischeri* (17, 41).

Another pattern arising from a genome-level comparison between all host-associated *V. fischeri* strains (Fig. 1C, left) was the high frequency of the carriage of the genes *fecB*, encoding an iron-citrate transporter, and *fiu*, encoding an Fe^3+^-catechol receptor. This pattern was true of strains isolated from both fish and squid LOs. These two Fe-related genes were missing from the genomes of non-LO-associated planktonic strains (Table S1). One interpretation of these results is that strains isolated from host animal tissues encode pathways that support survival in a low-iron environment. Previous research has provided evidence that symbiotic *V. fischeri* is adapted to growth under limiting iron-availability (42, 43), and analysis of the bacterium’s response to colonizing the LO has indicated that, as is true for many animal tissues, the LO is an iron-restricted environment (43–45). However, it should be noted that in some host-associated bacteria, an iron-citrate transporter is used in the opposite direction to efflux excess Fe^3+^ out of the bacterial cell. Reducing the level of free-iron limits the toxic effects of certain host-produced antibiotics and nitric oxide resulting from the Fenton reaction (46). The usefulness of encoding a similar efflux capacity (e.g*., salY*) is also reported for antimicrobial peptides (47, 48). Conditions such as nitric oxide and antimicrobials have been reported in the squid light organ and other host tissues (13, 49), suggesting that the FecB and SalY efflux transporters of *V. fischeri* have a role in the association (Fig. 1C left).

In contrast to LO symbionts, strains isolated as free-living planktonic cells in seawater had a higher likelihood of encoding genes annotated as anti-viral CRISPR-Cas systems compared to host-associated ones (Fig. 1C, left) (Table S2). This difference may reflect the observation that host animals are able to protect their symbiont populations from phage infection while they are in tissues like the LO (50) as opposed to when *V. fischeri* cells are free-living in seawater (51); thus, CRISPR-Cas may be less of a fitness factor for strains that do most of their replication within a symbiotic organ (23). This finding was consistent with the absence of CRISPR-Cas genes in 99% of the sequenced genomes of symbiotic rhizobia, as well as a comprehensive analysis of the patterns of other bacteria lacking CRISPR-Cas (52). Together, these studies, as well as those presented here, have found that symbionts whose growth occurs mainly in their host seem to be more likely to lack CRISPR-Cas. More symbiotic systems should be studied to determine whether loss of CRISPR genes is a general trend among symbiotic species. It is possible that other anti-phage systems (53) may compensate for the loss of CRISPR-Cas in symbiotic *Vibrio* populations. Another consideration is that the loss of CRISPR genes within symbionts may reflect differences in physiological adaptations in the host since CRISPR systems may also function in gene regulation or DNA repair in other bacteria (54, 55).

We also found that the genomes of strains associated with different host species were more likely to encode proteins conferring distinct physiological capabilities (Table S3). For example, as previously reported (22), only isolates from sepiolid squid shared an FadB-like enoyl-CoA hydratase used in lipid degradation and catabolism. Similarly, squid LO-derived *V. fischeri* strains were found to carry the gene annotated as carnitine racemase (*caiD*), used to synthesize osmoprotectants like glycine betaine (56, 57) that could be valuable in conditions of squid tissues, which are typically isosmotic or hyperosmotic to seawater, i.e., at or above 1,000 milliosmoles/liter (mOsm/L) (58) (Fig. 1C, right); however, producing such additional osmolytes would be detrimental to strains growing in the hypoosmotic tissues of marine fishes, which are typically 300–400 mOsm/L (59, 60). Not surprisingly, it has also been reported that the bioluminescence of luminous symbionts isolated from squids requires an osmolarity that is high relative to the optimal conditions of fish LO symbionts (61, 62). Finally, similar to animal pathogens, LO-derived strains of fishes (Fig. 1C, right) more often encoded genes whose annotations are associated with the production of cell-surface modifications (e.g., *manC* and *spsG*) (63, 64) or that lower Mg^2+^ concentration (*corC*) and modify ribosomal components (*rimL*) as a strategy to resist protein-synthesis inhibiting antimicrobials (65, 66). Such immunity-evading mechanisms may provide a higher fitness value for symbionts of a vertebrate host with adaptive immunity. Also notable was a putative high-affinity glycerol-3-phosphate transporter locus (*ugpBE*) that was encoded in fish isolates, but not squid isolates (Fig. 1C). It has been hypothesized that in the squid LO the host provides this metabolite as a nutrient (67) during its daily period of rapid growth (33); however, glycerol-3-phosphate may be less available in fishes, thereby requiring its symbionts to have a higher affinity transporter.

It should be noted that associating certain genetic capabilities with symbiont success in fish LOs (Fig. 1C, right) must be tempered by the low number of isolates from fishes that were analyzed in this study (Table S1). Nonetheless, taken together, the genomic and phylogenetic results presented here provide evidence that *V. fischeri* strains have evolved in response to their ecological context, free-living or host-associated, and that host identity may further drive strain diversification.

### Colonization by different *V. fischeri* strains leads to different transcriptional responses in the host

In the squid-vibrio field, most research focusing on the host transcriptomic and developmental responses has been done with strains isolated from *E. scolopes*, principally strain ES114 (13, 14). To understand how strain variation influences LO gene expression and development in squid, we colonized newly hatched juvenile *E. scolope*s with strains isolated from LOs across a phylogenetic gradient: (i) ES114, MB15A5, MB11B1 from *E. scolopes*; (ii) SR5 from the Mediterranean sepiolid squid *Sepiola robusta*; and (iii) MJ11 from the fish *M. japonica* (Table S1). Four replicate sets of host colonization were obtained for each strain (Fig. 2C). 

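The samples were light organs (LOs) of juvenile squid, exposed for 3 h to seawater with 50000 CFU/mL of 1 of the 5 strains and collected 72 h after inoculation. Each strain had 4 replicates, and each replicate number stood for 1 clutch of eggs, so that every clutch was divided over the 5 strains. Poly(A) RNA was sequenced as paired-end reads. The authors trimmed the reads with fastp, aligned them with STAR to the E. scolopes genome, added transcripts assembled with Trinity to the annotation and counted read pairs on exons with featureCounts, without regard to strand. They deposited the number of read pairs counted on each of 38663 genes, without normalization. Over the 19 libraries the paper used, the total count ranged from 15399775 to 27102357 with a median of 21017043. It was 19786280 to 21917518 (median 20161400) for the 3 ES114 libraries, 19150277 to 24869721 (median 21173050.5) for MB15A5, 19326426 to 27102357 (median 20992343) for MB11B1, 20826143 to 22078902 (median 21346549) for SR5 and 15399775 to 26906824 (median 19627936) for MJ11, with 4 libraries in each of these strains. Between 14672 and 16213 genes had at least 10 counts in a library. From these counts, differentially expressed genes (DEGs) were called with edgeR's quasi-likelihood test in 1 fit of all 5 strains with clutch as a covariate, after TMM normalization, over the 16568 genes that passed edgeR's filter on low counts. A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2-fold change (log2FC) of at least 0.58, which was not shrunken. The paper used DESeq2 with the same covariate and ashr shrinkage. Levels of single genes are given as CPM (counts scaled to the library size) after the same normalization.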

During a quality control check of the samples, it was determined that one of the four ES114 replicates was an outlier (Fig. S4A). 

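ES114 replicate 2 had a total of 21885987 counts, within the range of the other 19 libraries. In this library 13265 genes had at least 10 counts, fewer than in any other library. Its 10 most counted genes took 29.0% of its counts, against 13.0% to 25.7% in the other libraries, and its most counted gene, g22451, took 14.4%. In a PCA of all 20 libraries over the 3000 most variable genes after variance-stabilizing transformation (VST), ES114 replicate 2 lay at 117 on PC1, and the other 19 libraries lay between -30.6 and 8.79. Its median Euclidean distance to the other libraries was 135, against 45.5 to 79.8 for each of the others. The 13 genes that Fig. 2C groups as membrane associated proteolysis had a median of 482 CPM in ES114 replicate 2. Their median was 256 CPM in SR5 replicate 3, 51.6 CPM in MB11B1 replicate 4 and from 0.315 to 8.17 CPM in the other 17 libraries. As the strain had 1 library of this kind, these values have no replicate check.

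**Figure D1:**
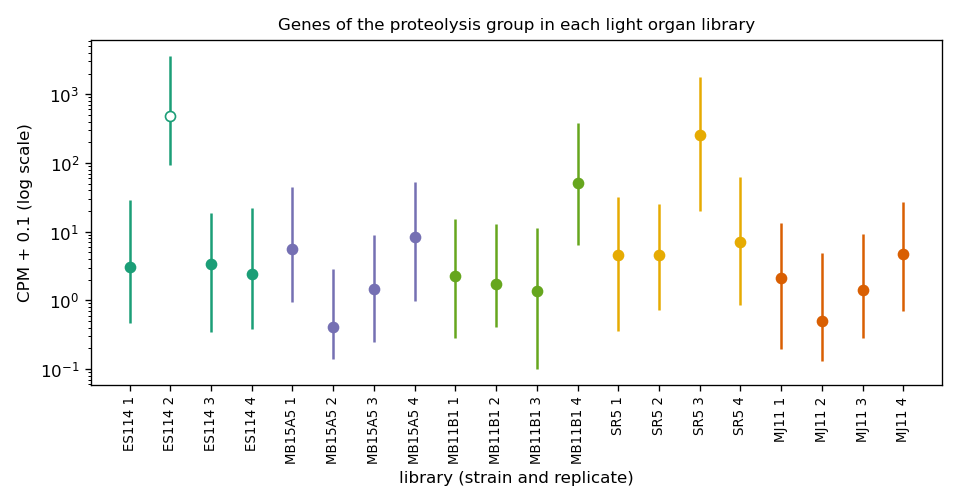
CPM, plus 0.1 and on a log scale, of the 13 genes of the proteolysis group in each of the 20 libraries, named by strain and replicate. Points are the median of the 13 genes and lines run from the lowest to the highest gene; the open point is ES114 replicate 2, which has the highest median (482 CPM), followed by SR5 replicate 3 (256 CPM).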

PCA plots of the change in expression of the top 3,000 most variable host genes supported this conclusion (Fig. S4B) so that replicate was eliminated from further analyses.

**Fig 2:**
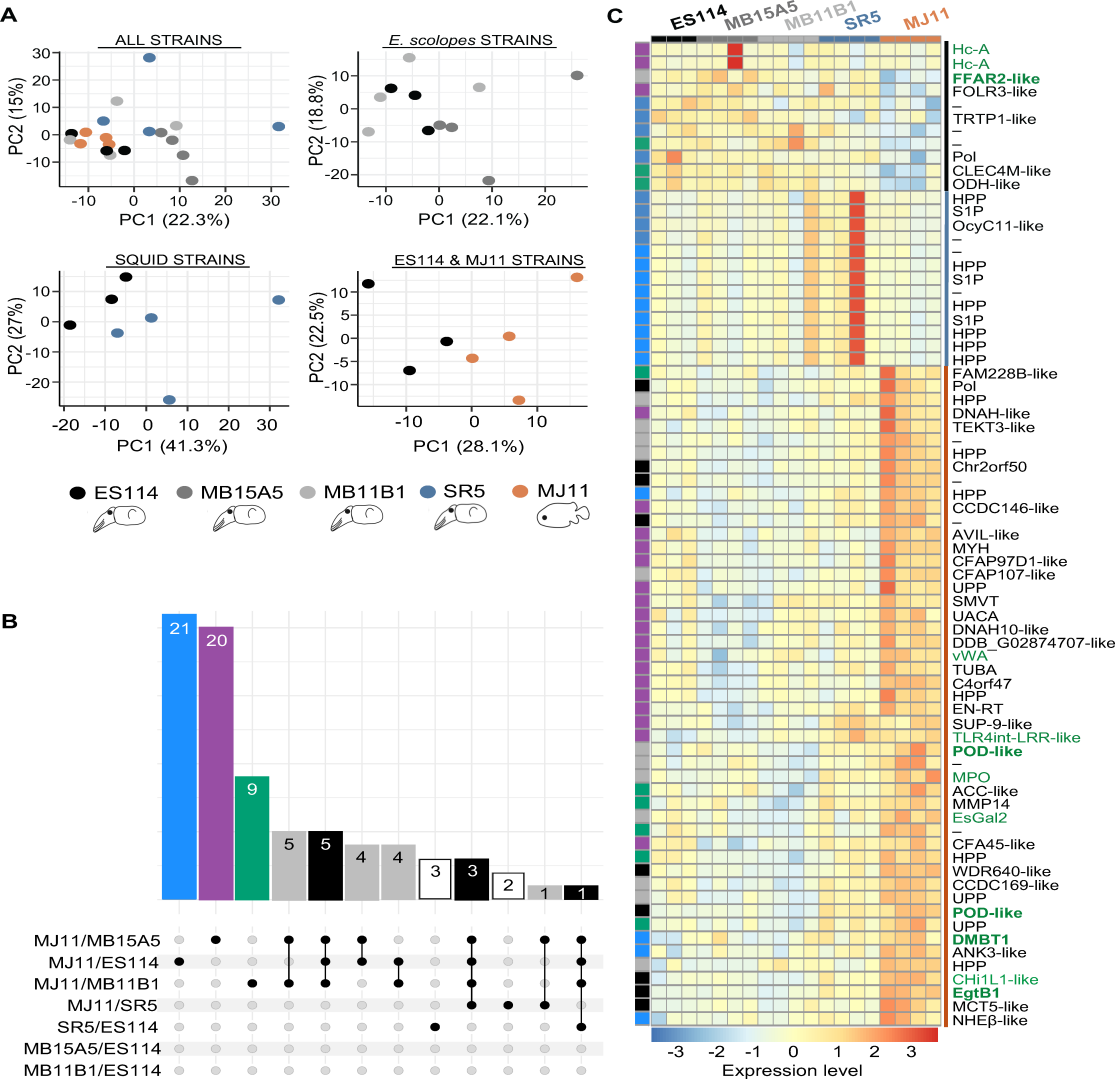
Colonization by non-native *V. fischeri* strains differentially impacts host gene expression at 72 hpi. (**A**) Principal component analysis (PCA) plots representing expression of the top 3,000 most variable host genes 72 h after colonization by one of 5 strains (color-coded). The top-left PCA plot compares all strains to show global variation. The additional three plots highlight differences between specific strain combinations. (**B**) UpSet plot, capturing both shared and strain-specific transcriptional responses, and showing overlap in differentially expressed genes (DEGs) of the host from pairwise comparisons between strains. There were no DEGs between ES114 and the other two *E. scolopes*-derived strains (bottom two rows). DEGs were defined as those with adjusted *P*-value (padj) < 0.05 and absolute log2-fold change (|log2FC|) ≥0.58, with log2FC values shrunken using the *ashr* method. In the MJ11 vs. ES114 comparison, 18 genes had |log2FC| ≥ 1 and 10 had |log2FC| ≥ 2. The 0.58 threshold was selected to capture biologically meaningful changes influenced by bacterial colonization and bioluminescence. Color legend: Blue bar: DEGs unique to MJ11 vs. ES114; Purple bar: DEGs unique to MJ11 vs. MB15A5; Green bar: DEGs unique to MJ11 vs. MB11B1; Gray bar: DEGs in MJ11 vs. one or two other strains (but not all four); Black bar: DEGs shared in MJ11 vs. all *E. scolopes* strains (used in heatmap); White bar: DEGs not included in the heatmap. Color-group memberships of individual DEGs are identified on left column of heat map. (**C**) Heatmap of selected DEGs. Gene annotations are based on BLAST nucleotide hits; annotated gene IDs abbreviated (Table S4); (–) =no BLAST match found; (HPP) = hypothetical/predicted protein; (UPP) = uncharacterized/predicted protein. Functional groupings of GO-term classes are indicated by a colored line on the far right; Black = Transpost and oxidoreductase activity; Teal = Membrane associated proteolysis; Orange = Cytoskeleton, transport and stress response. Gene names with immune-related annotations are in dark green. The five genes examined in Fig. 3 are in bold dark green. Expression values are variance-stabilizing transformed (VST) and row-scaled for visualization. Rows (genes) are clustered by a tree, which is not represented.

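With edgeR's quasi-likelihood test over the 19 libraries, 5 genes had an adjusted p under 0.05 and an absolute log2FC of at least 1 in the MJ11 vs ES114 comparison, and 3 genes had at least 2. All of these rose with MJ11. With ES114 replicate 2 included, which the paper left out as an outlier, the numbers were 3 and 2. Without clutch as a covariate both were 0 (396 genes at an unadjusted p under 0.05), with DESeq2 and ashr shrinkage they were 10 and 3, and with DESeq2 without shrinkage they were 17 and 4. DESeq2 with ashr shrinkage and all 20 libraries, chosen after the data were examined, gave 19 and 10.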

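Over the 3000 most variable genes of the 19 libraries, 11.5% of the variance lay between the 5 strains, and random assignment of the strain labels gave 22.2% on average (permutation test, p = 0.995). Between the 4 clutches lay 61.3% of the variance, against 16.7% with permuted labels (permutation test, p = 1e-05, the smallest p that 100000 permutations can give). As every clutch was divided over the strains, the high p between strains does not argue against a difference between them. PC1 held 45.2% of the variance and PC2 14.8%. With all 20 libraries the share between strains was 15.4% (permutation test, p = 0.954). When the clutch means were removed and labels were permuted within clutches, it was 30.5% against 26.4% with permuted labels (permutation test, p = 0.0787). The setting that moved the share most was chosen after the data were examined. In it all 19 libraries were transformed together before the clutch means were removed, and the share was 31.1% (permutation test, p = 0.0494). In both settings the strains were in the model that removed the clutch means, and this favors the observed labels. When the first of these removals was repeated for every labeling with its own labels, also chosen after the data were examined, p was 0.126 (permutation test).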

By 72 hpi, well after colonization had been established and all strains had triggered morphological changes in the LO (13), the overall host RNA profiles remained broadly comparable among strains (Fig. 2A, upper left). However, certain host genes exhibited differences in strain-dependent expression. 

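In the 11 libraries of ES114 (n = 3), MB15A5 (n = 4) and MB11B1 (n = 4), 8.11% of the variance over the 3000 most variable genes lay between the strains, and permuted labels gave 20% on average (exact permutation test, p = 0.987). With ES114 replicate 2 included the share was 12.8% (exact permutation test, p = 0.918), and with clutch means removed it was 29.1% against 27.3% with permuted labels (exact permutation test within clutches, p = 0.264). That removal used the observed labels, and when it was repeated for every labeling, a test chosen after the data were examined, permuted labels gave 29.7% (exact permutation test, p = 0.644). No separation of the 3 strains was detectable at this number of libraries. As 71.0% of the variance lay between clutches, the tests without clutch removal could hardly detect a separation.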

In subgroup comparisons, the gene expression patterns of the three isolates from *E. scolopes* LOs were similar, forming an overlapping group (Fig. 2A, upper right). In contrast, pairwise comparisons between *E. scolopes* strain ES114 and the non-*E*. *scolopes* LO strains showed distinct groupings (Fig. 2A, lower).

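For ES114 (n = 3) and SR5 (n = 4), the share of variance between the strains was 7.82% over the 3000 most variable genes, and permuted labels gave 16.7% on average (exact permutation test, p = 0.914). For ES114 (n = 3) and MJ11 (n = 4) it was 6.43% (exact permutation test, p = 0.857). The smallest p that 3 libraries against 4 allow is 0.0286, but the strains were divided over the clutches. Between clutches lay 73.9% of the variance for ES114 and SR5 and 84.4% for ES114 and MJ11. Labelings that put libraries of 1 clutch on the same side take up this variance. A high p here therefore does not argue against a difference between the strains. Including ES114 replicate 2, the shares were 11.4% for SR5 (exact permutation test, p = 0.743) and 15.0% for MJ11 (exact permutation test, p = 0.429). With clutch means removed, 47.3% of the variance lay between ES114 and SR5 and 39.8% between ES114 and MJ11. The removal used the observed labels, and the clutch without an ES114 library has only 1 library in these pairs, which favors the observed labels. When the removal was repeated for every labeling, a test chosen after the data were examined, permuted labels gave 36.3% and 36.4% on average and p was 0.25 for both pairs (exact permutation tests), the smallest p that it allows. With all 19 libraries transformed together, also chosen afterwards, and the removal made only with the observed labels, the shares were 25.4% for SR5 (exact permutation test, p = 0.25) and 24.3% for MJ11 (exact permutation test, p = 0.125). For comparison, the share between ES114 and MB15A5 was 41.6% and that between ES114 and MB11B1 was 36.1% with clutch means removed (exact permutation tests with the removal repeated, p = 0.25 and p = 0.75). Among the pairs with 4 libraries each, the share was 37.9% for MJ11 and MB15A5, 30.7% for MJ11 and MB11B1 and 37.5% for MJ11 and SR5, each the highest of 16 labelings (exact permutation test, p = 0.125, the smallest p possible there). It was 24.1% for MB15A5 and MB11B1 (exact permutation test, p = 0.75), 24.0% for SR5 and MB15A5 (p = 0.375) and 23.2% for SR5 and MB11B1 (p = 0.625), where permuted labels gave 25% on average. The difference between the native and the other pairs was not tested.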

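In LOs colonized by MJ11, 7 genes were DEGs relative to ES114, 200 relative to MB15A5, 45 relative to MB11B1 and 4 relative to SR5. In these comparisons 7, 192, 42 and 4 genes rose with MJ11. Between SR5 and ES114 there were 0 DEGs, with 899 genes at an unadjusted p under 0.05 where 828 are given by chance. With all 20 libraries the 5 numbers were 3, 7, 6, 0 and 0, with 451 and 1314 genes at an unadjusted p under 0.05 in the last comparisons, MJ11 vs SR5 and SR5 vs ES114. Without clutch as a covariate they were 0, 8, 3, 0 and 0. With DESeq2 and ashr shrinkage, as in the paper's methods, they were 23, 176, 61, 33 and 10. The same fit with all 20 libraries, chosen after the data were examined, gave 38, 39, 27, 5 and 4, near the numbers read by eye from Fig. 2B. With 1 library of either strain left out in turn, the number was 1 to 6 relative to ES114 and 47 to 248 relative to MB15A5. It was 15 to 64 relative to MB11B1 and 0 to 5 relative to SR5. The 47 DEGs relative to MB15A5 were without MJ11 replicate 1. Where 1 gene was called relative to ES114, the genes named below were not all called. Of the 7 DEGs relative to ES114, 7 were also DEGs relative to MB15A5, and 5 genes were called relative to all 3 native strains. These were EgtB1-like (g1868), POD-like (g21067), MCT5-like (g25165), CHI3L1-like (g27515) and WDR64-like (g4885). The same test on simulated counts of these libraries, with 200 genes changed, called 76.5% of them in MJ11 vs ES114 and 78.5% in MJ11 vs MB15A5. All simulated changes had an absolute log2FC of at least 1, so smaller changes are not covered. Of the 200 DEGs relative to MB15A5, 71 had an absolute log2FC of at least 1.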

We then performed pairwise comparisons between strains with the most distinctive patterns and displayed them as an UpSet plot (Fig. 2B). 

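Between MB15A5 and ES114 there were 0 DEGs over the 19 libraries, with 920 genes at an unadjusted p under 0.05. Between MB11B1 and ES114 there were 0 DEGs, with 524 such genes, and between MB15A5 and MB11B1 there were 0, with 1440. Chance gives 828.4 of the 16568 genes tested. In the fit of all 20 libraries, all 3 numbers of DEGs were again 0, with 922, 1731 and 317 genes at an unadjusted p under 0.05. The largest numbers under the alternatives set before the data were examined were 1 for MB15A5 vs ES114, 1 for MB11B1 vs ES114 and 1 for MB15A5 vs MB11B1. DESeq2 fits with ashr shrinkage chosen after the data were examined gave more. Without a filter on low counts the numbers were 21, 35 and 238 over the 19 libraries and 77, 160 and 222 over all 20, and fits of only the 2 strains compared over the 19 libraries gave 76 for MB15A5 vs ES114 and 13 for MB11B1 vs ES114. From the absence of DEGs in 2 of these comparisons, the paper concludes that the host responded to the 3 strains from E. scolopes in the same way.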

A major conclusion from this analysis was that the transcriptional response of the host to colonization by any of the 3 *E. scolopes*-derived *V. fischeri* strains was the same (i.e*.,* no DEGs in the bottom two comparisons). The transcription data were also used to develop a heat map displaying differences in transcript level of the 73 most highly regulated genes (Fig. 2C; Table S4). For example, colonization of *E. scolopes* by the fish symbiont MJ11 led to a markedly higher transcript level of a gene predicted to encode glycoprotein DMBT1 than native squid symbionts (Fig. 3A). This protein has a variety of roles in innate immunity, such as the recognition of MAMPs and epithelial-cell differentiation. 

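All 73 genes of Table S4 were among the genes tested. Over the 7 comparisons of Fig. 2B, 213 genes were called in the 19 libraries, and 50 of them were in Table S4. The other 23 genes of the table were not called in any of the 7. DESeq2 with ashr shrinkage and all 20 libraries, chosen after the data were examined, called all 73. Of the 200 DEGs between MJ11 and MB15A5, 158 were outside the table. Adjusted over the list alone, 45 of the 73 genes were called in MJ11 vs ES114, where 6 were called over all genes tested. For MB15A5 these numbers were 57 and 42, and for MB11B1 they were 48 and 30. As the paper chose the list on these libraries, the calls over the list alone are not independent evidence. Of the proteolysis group, 0 of 13 genes were called in MJ11 vs ES114, where 11 were lower and 2 were higher with MJ11 and the median log2FC was -0.26. The mean log2 CPM of these 13 genes was 0.79 ± 0.98 (SD, n = 4) with MJ11 and 1.55 ± 0.15 (SD, n = 3) with ES114, and 3.44 ± 3.78 (SD, n = 4) with ES114 replicate 2 included.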

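DMBT1 (g24606) lies on Lachesis group 6 of the genome assembly from 17083502 to 17130916 on the minus strand, with 5 exon records. Its level was low, with 5 to 164 counts in the 19 libraries. It was 4.10 ± 1.94 CPM (SD, n = 4) with MJ11, 0.630 ± 0.371 (SD, n = 3) with ES114, 1.94 ± 1.90 (SD, n = 4) with MB15A5, 1.23 ± 0.567 (SD, n = 4) with MB11B1 and 2.26 ± 1.48 (SD, n = 4) with SR5. ES114 replicate 2 had 0.645 CPM. The log2FC of MJ11 was 2.51 relative to ES114 (standard error 0.79, adjusted p = 0.541 from edgeR's quasi-likelihood test), 1.18 relative to MB15A5 (adjusted p = 0.415) and 1.64 relative to MB11B1 (adjusted p = 0.584 from the same test), and it was not a DEG in any of these comparisons. MJ11 replicate 4, at 1.21 CPM, lay below the other 3 MJ11 libraries, which were above all 11 native libraries. Against these 11 libraries the mean log2 CPM was 1.78 higher with MJ11 (exact permutation test, two-sided, p = 0.019, Benjamini-Hochberg adjusted p = 0.057 over 48 tests). With ES114 replicate 2 included these values were p = 0.0104 and adjusted p = 0.0384 (exact permutation test).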

Several studies have indicated that DMBT1 is a key player in maintaining homeostasis of innate immunity along mucosal surfaces, where it often occurs in high abundance (for review, see reference 68). In a recent contribution, the DMBT1 gene was shown to be regulated in bacteria-associated epithelial tumorigenesis in the mammalian colon (69).

**Fig 3:**
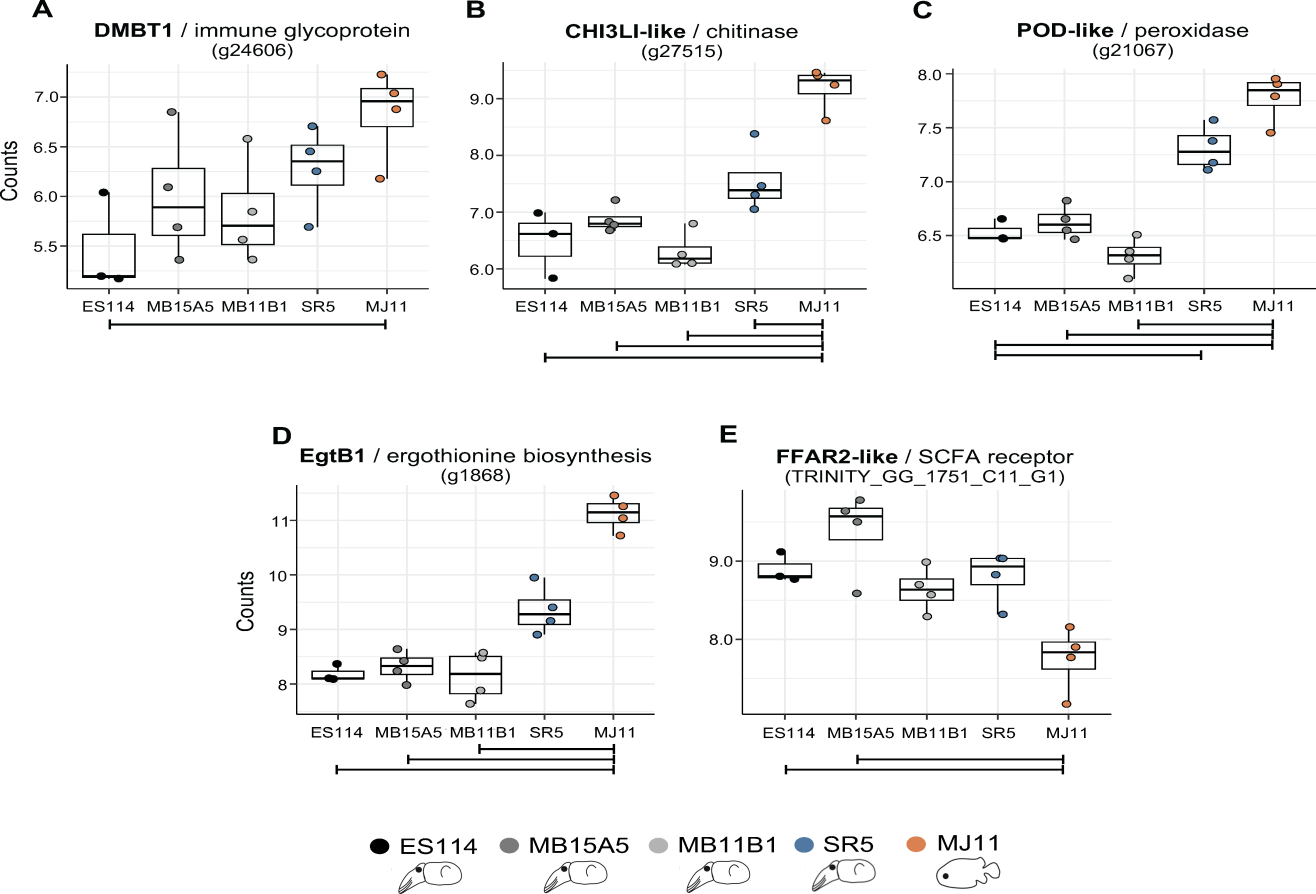
Strain colonization impacts host genes associated with symbiotic interactions. Patterns of expression at 72 hpi of 5 host genes (**A–E**) of interest from Fig. 2C (names in bold). Counts are VST transformed. Expression levels that were significantly different between pairs of strains are indicated by the line below them; padj < 0.05, |log2FC| ± 0.58. For simplicity, SR5 was only compared with ES114 or MJ11. Data are also present in heatmap, Fig. 2C.

The same pattern of differential regulation was observed with most of the other immune-related proteins (Fig. 2C). For example, a putative antimicrobial chitinase also had higher expression in the non-*E*. *scolopes* isolates (Fig. 3B). Similarly, the genes encoding two proteins associated with the production of antioxidants were differentially regulated among the strains: POD-like, a peroxidase, and EgtB1-like (annotated as “ergothioneine biosynthesis protein 1 isoform 1”). 

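Of the 12 genes with immune-related names in Fig. 2C, 10 were higher with MJ11 than with ES114, 9 than with MB15A5 and 9 than with MB11B1. The numbers called were 4, 8 and 6 over all genes tested, and 10, 11 and 10 adjusted over the list alone, a list that the paper chose on these libraries. Their mean log2 CPM was 2.56 ± 0.40 (SD, n = 4) with MJ11, 1.99 ± 0.42 (SD, n = 4) with SR5 and 1.51 ± 0.77 (SD, n = 11) over the native strains. The difference between MJ11 and the native strains was 1.05 (exact permutation test, two-sided, p = 0.0212, Benjamini-Hochberg adjusted p = 0.0599), and that between SR5 and the native strains was 0.48 (exact permutation test, p = 0.27). With labels permuted only within clutches, a test chosen after the data were examined, p was 0.0104 for MJ11 and 0.182 for SR5 (exact permutation tests, 192 labelings, smallest possible p 0.00521), and both strains were above the native mean in all 4 clutches. MB15A5 replicate 3, with high hemocyanin counts, had a mean of 3.65, above every MJ11 library (2.17 to 3.09), and the other 10 native libraries had 0.95 to 1.93, below every MJ11 library. With ES114 replicate 2 included, which had a mean of 1.19, the adjusted p for MJ11 was 0.051 (exact permutation test). TLR4int-LRR-like (g17487) was higher than in the native strains with both MJ11 (log2FC 0.93, standard error 0.13, adjusted p = 0.00211 from edgeR's quasi-likelihood test) and SR5 (log2FC 0.99, standard error 0.13, adjusted p = 0.00855).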

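The chitinase gene CHI3L1-like (g27515), on Lachesis group 9 from 116912057 to 116923904, had 27.2 ± 9.74 CPM (SD, n = 4) with MJ11 and 8.82 ± 7.92 CPM (SD, n = 4) with SR5. In the native strains it had 2.77 ± 0.955 CPM (SD, n = 3) with ES114, 4.02 ± 1.57 (SD, n = 4) with MB15A5 and 2.26 ± 0.989 (SD, n = 4) with MB11B1, and 0.789 CPM in ES114 replicate 2. The log2FC of MJ11 was 3.27 relative to ES114 (adjusted p = 0.0188 from edgeR's quasi-likelihood test), 2.78 relative to MB15A5 (adjusted p = 0.00299) and 3.62 relative to MB11B1 (adjusted p = 0.001). Each of the 4 MJ11 libraries was above every native library (exact permutation test, two-sided, p = 0.000733, the smallest p that 4 libraries against 11 allow), ES114 replicate 2 included. The call relative to ES114 held in 9 of the 16 alternatives that tested it, with adjusted p from 6.92e-08 to 0.218 across edgeR and DESeq2 fits. For SR5, SR5 replicate 1 stood at 20.7 CPM, and the other 3 libraries were within the range of the native strains. Within each of the 4 clutches, SR5 lay above the mean of the native libraries. The log2FC of SR5 relative to ES114 was 1.48 (adjusted p = 0.914 from edgeR's quasi-likelihood test). On the mean log2 CPM, SR5 was 1.30 above the native strains (exact permutation test, two-sided, p = 0.00806, Benjamini-Hochberg adjusted p = 0.0322). In edgeR's quasi-likelihood test against the mean of the native strains, with clutch as a covariate, CHI3L1-like was not a DEG with SR5 (log2FC 1.43, standard error 0.31, adjusted p = 0.347 over all genes).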

The presence of the gene encoding EgtB1 was unexpected; ergothioneine, a sulfur-containing amino-acid derivative of histidine, is a powerful antioxidant believed to be produced only by certain fungi, actinomycetota, and cyanobacteria (70). When BLASTed against the genomes of the phylum Mollusca, the EgtB1-like mRNA sequence returned a best hit to a sequence encoding a domain predicted to have oxidoreductase activity in the oyster *Crassostrea gigas*. Thus, these data suggest that the EgtB1-like antioxidant protein that, together with the antioxidant POD-like, had significantly lower levels of their encoding transcripts in LOs colonized by strains isolated from *E. scolopes* than by other host-associated strains (Fig. 3C and D). 

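EgtB1-like (g1868, Lachesis group 10 from 115601522 to 115737079) had 111 ± 40.3 CPM (SD, n = 4) with MJ11, 33.2 ± 16.3 (SD, n = 4) with SR5 and 13.0 ± 5.10 (SD, n = 11) over the native strains, and 1.72 CPM in ES114 replicate 2. Its log2FC with MJ11 was 3.15 relative to ES114 (standard error 0.32, adjusted p = 0.000906 from edgeR's quasi-likelihood test), 2.96 relative to MB15A5 and 3.13 relative to MB11B1, and it was a DEG in all 3 comparisons. The call relative to ES114 held in 15 of 16 alternatives. It was also higher with MJ11 than with SR5 (log2FC 1.79, adjusted p = 0.040). POD-like (g21067, Lachesis group 3 from 129780596 to 129796093) had 9.74 ± 5.44 CPM (SD, n = 4) with MJ11, 6.28 ± 2.91 (SD, n = 4) with SR5 and 2.73 ± 1.44 (SD, n = 11) over the native strains, and 4.37 CPM in ES114 replicate 2. It was a DEG in MJ11 relative to ES114 (log2FC 1.71, adjusted p = 0.00647), MB15A5 (log2FC 1.55) and MB11B1 (log2FC 2.04), and the call relative to ES114 held in 11 of 16 alternatives. It lies next to the peroxidase genes g21065 and g21066, and read pairs that align to several of these copies are not counted by default, so that its counts are uncertain. Relative to ES114, SR5 gave a log2FC of 1.36 for EgtB1-like (adjusted p = 0.54 from edgeR's quasi-likelihood test) and 1.14 for POD-like (adjusted p = 0.313), and neither gene was a DEG. Against all 11 native libraries, the mean log2 CPM of EgtB1-like was 1.26 higher with SR5 (exact permutation test, p = 0.00733, Benjamini-Hochberg adjusted p = 0.032) and that of POD-like was 1.21 higher (exact permutation test, p = 0.0168, adjusted p = 0.0538). In edgeR's quasi-likelihood test of the same contrast, with clutch as a covariate, POD-like was a DEG with SR5 (log2FC 1.20, standard error 0.15, adjusted p = 0.00616) and higher in all 4 clutches, and EgtB1-like was not a DEG (log2FC 1.29, standard error 0.21, adjusted p = 0.0516). EgtB1-like was also above the native mean in all 4 clutches. With ES114 replicate 2 included the adjusted p for EgtB1-like was 0.051 (exact permutation test).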

Taken together, these patterns were consistent with previous reports of the native symbiont transcriptionally “calming” the immune response of *E. scolopes* (71, 72), a strategy that non-native *V. fischeri* strains, adapted to other host species, may be unable to deploy.

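Among the genes with immune-related names, those with a lower level under MJ11 than under the native strains were FFAR2-like and the hemocyanin genes Hc-A (g14962) and g14963. The level of Hc-A was decided by 1 library. MB15A5 replicate 3 had 20017 CPM, and the highest of the other 19 libraries had 27.2 CPM. In the other 3 MB15A5 libraries it was from 0.250 to 0.664 CPM. The difference between MJ11 and the native strains was not significant (exact permutation test, p = 0.699), nor was that between SR5 and the native strains (exact permutation test, p = 0.747). The exons of Hc-A overlap those of g14959 and g14960, so that its counts are uncertain. CLEC4M-like (g24423), a C-type lectin gene, had 3.31 ± 1.47 CPM (SD, n = 11) over the native strains, 1.93 ± 0.697 (SD, n = 4) with SR5 and 1.31 ± 1.17 (SD, n = 4) with MJ11. Its log2FC relative to the mean of the native strains was -1.45 with MJ11 (adjusted p = 0.0386 from edgeR's quasi-likelihood test) and -0.71 with SR5 (adjusted p = 0.96). ES114 replicate 2 had 1.94 CPM of CLEC4M-like and 4.37 CPM of Hc-A.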

Finally, some putative immune-related host genes that were differentially regulated when colonized by *E. scolopes*-derived strains, responded less to SR5 or MJ11 (Fig. 2C). For example, the gene encoding FFAR2 (free fatty acid receptor 2) was more highly induced by the native squid strains than by MJ11, the fish LO symbiont (Fig. 3E). 

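FFAR2-like (TRINITY_GG_1751_c11_g1, Lachesis group 0 from 87849423 to 87868204) had 20.1 ± 9.53 CPM (SD, n = 3) with ES114, 32.5 ± 16.3 (SD, n = 4) with MB15A5, 18.7 ± 7.73 (SD, n = 4) with MB11B1, 20.4 ± 6.83 (SD, n = 4) with SR5 and 9.42 ± 5.03 (SD, n = 4) with MJ11. In ES114 replicate 2 it was 121 CPM, the highest of the 20 libraries. Its exons overlap those of TRINITY_GG_1751_c58_g1, so that its counts are uncertain. The log2FC of MJ11 was -1.86 relative to MB15A5 (standard error 0.30, adjusted p = 0.007 from edgeR's quasi-likelihood test), -1.26 relative to ES114 (adjusted p = 0.358) and -1.0 relative to MB11B1 (adjusted p = 0.247), and only the first was a DEG. Against the 11 native libraries the mean log2 CPM was lower by 1.35 with MJ11 (difference -1.35, exact permutation test, two-sided, p = 0.00879, Benjamini-Hochberg adjusted p = 0.0325), and 2 of the 4 MJ11 libraries were below every native library. With ES114 replicate 2 included the adjusted p was 0.051 (exact permutation test). Against the mean of the native strains over the 19 libraries, FFAR2-like was a DEG with MJ11 (log2FC -1.37, adjusted p = 0.01445 from edgeR's quasi-likelihood test). That test had clutch as a covariate, and the gene was lower with MJ11 in all 4 clutches.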

In mammals, FFAR2 is a 7-membrane-spanning G-protein-coupled receptor with the highest expression in the gut epithelium, where it senses microbially produced short-chain fatty acids (SCFAs) and acts in concert with other immune system responses to the normal microbiota (73, 74). In *E. scolopes*, the LO symbionts are believed to produce SCFAs that are used by the host (67). It is intriguing to note that the expression pattern seen for the putative FFAR2 is suggestive of a host receptor that is induced only when the native symbiont and its resulting metabolic activity are detected.

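Of the genes compared, 116 were called between MJ11 and the mean of the 3 native strains, 108 of them higher with MJ11, and 4 genes were called between SR5 and the native mean. For each of the 116 genes, the log2FC of SR5 was divided by that of MJ11, so that 0 stands for the native level and 1 for the level with MJ11. The median ratio was 0.238 (quartiles 0.0888 and 0.398), and for 98 of the 116 genes it lay between 0 and 1. The count of 98 was not set beside a simulation, so that no conclusion is drawn from it. Because both changes were taken relative to the same native libraries, SR5 libraries simulated without any change gave medians from 0.0545 to 0.115 in 30 simulations, in which 320 to 416 genes were called. Counts were drawn independently for each gene, so variation that many genes of a library share was left out. The simulated ranges given here may therefore be too narrow, and a value outside them is weak evidence. The observed median was above the range of the simulated medians. It was 0.309 over 25 called genes with all 20 libraries, 0.340 over 10 genes without clutch as a covariate and 0.126 without SR5 replicate 3. Simulations from these fits, added after the data were examined, gave medians up to 0.140, 0.164 and 0.117, and they too called more genes than the data did. The ratio was 0.68 for POD-like, 0.44 for CHI3L1-like, 0.42 for EgtB1-like and 0.13 for FFAR2-like. DMBT1 was not among the 116 genes. Its ratio of 0.52 rests on changes from the native mean that were not called with MJ11 or SR5 (adjusted p = 0.1275 and 0.9835 from edgeR's quasi-likelihood test). Across the 16568 genes, which are not independent replicates, the log2FC of SR5 and of MJ11 relative to ES114 had a Pearson correlation of 0.485, below the range of 0.547 to 0.636 that simulated unchanged groups gave with the shared ES114 libraries. Without a shared library, SR5 vs MB15A5 and MJ11 vs MB11B1 had a correlation of 0.0402, inside the range of -0.0411 to 0.0479 from simulated unchanged groups, and SR5 vs MB11B1 and MJ11 vs MB15A5 had one of -0.0647, below the range of -0.0504 to 0.0397. With all 20 libraries the correlation relative to ES114 was 0.726, above the range of 0.477 to 0.525 simulated from that fit.

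**Figure D2:**
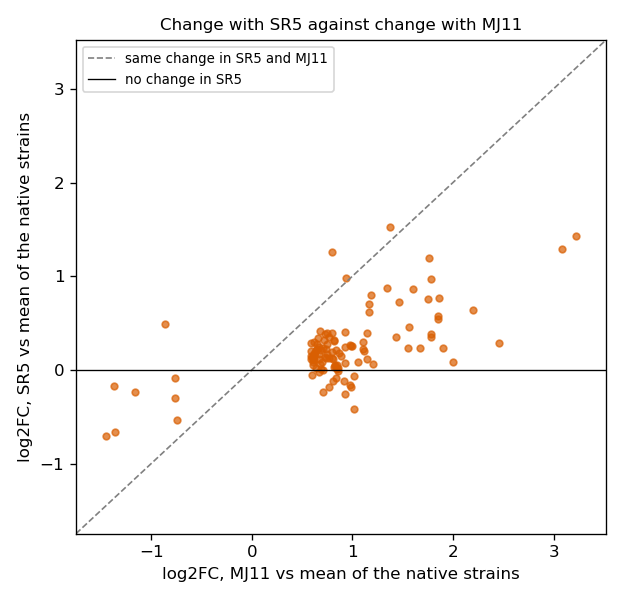
Log2FC of SR5 (vertical axis) against log2FC of MJ11 (horizontal axis), each relative to the mean of the 3 native strains, for the 116 genes called with MJ11. Each point is 1 gene, the solid line marks no change with SR5 and the dashed line the same change with both strains. A ratio between 0 and 1 was found for 98 of the 116 points, a count that was not set beside a simulation.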

Across all comparisons of gene expression, colonization by SR5 usually resulted in an intermediate transcriptional profile, falling between the fish LO symbiont and the three strains isolated from *E. scolopes* LOs (Fig. 3). This trend reinforces the correlation between the nature of host responses to the strain and the relative phylogenetic distance of the hosts from which the symbionts were isolated.

### Colonization by non-native strains alters or delays host phenotypes

As mentioned above, in the squid-vibrio field, similar to the study of host transcriptomic responses, most analyses of the host phenotypes have been performed using strains isolated from *E. scolopes*, principally strain ES114 (13, 14). When a host is colonized by strains isolated from squid hosts, both sides of the bilaterally symmetric organ were typically colonized by 24 h and, as such, the symbiont-driven developmental program behaved similarly on either side, as previously reported (13) (Fig. 4A). We found that the fish strain MJ11 initiated symbiosis more slowly and to a lesser extent (Fig. 4B) than any squid-derived strain (23). Specifically, we observed that MJ11 colonized only one side of the LO in 25% of the juvenile hosts, even when exposed to an unnaturally high inoculum, leaving the other half uncolonized for at least 72 hpi (Fig. 4C). This differential colonization was reflected in the morphological development of the organ. While the colonized sides of the organs showed the signature regression of the ciliated superficial epithelium, the sides that were uncolonized had a phenotype similar to the light-organ surfaces of newly hatched (Fig. 1A) or 72 h aposymbiotic animals (75). The appendages of juveniles that were bilaterally colonized by MJ11 or by one of the other strains all regressed to the same degree (Fig. 4C).

**Fig 4:**
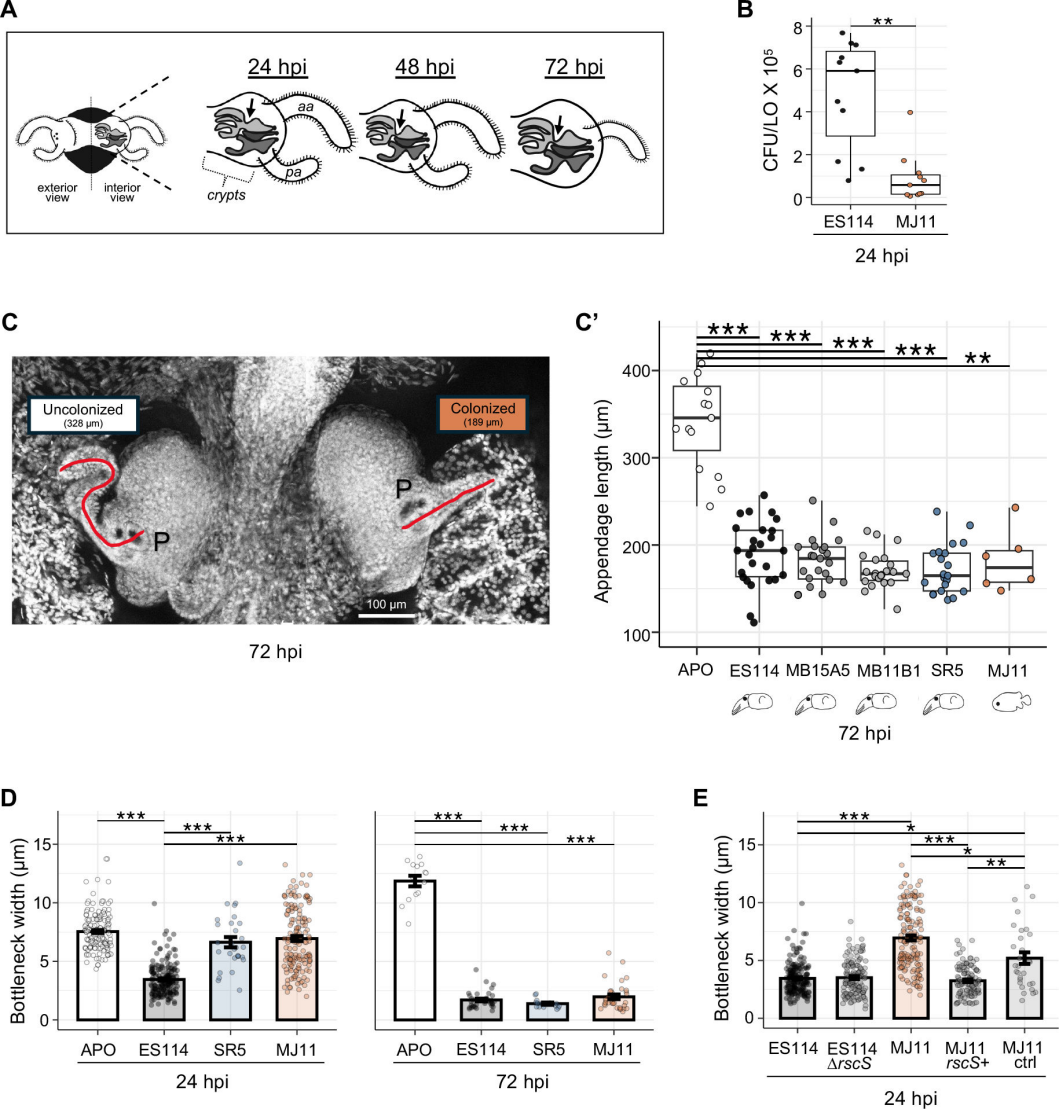
Colonization by non-native strains delays host development. (**A**) Cartoon illustrating some of the developmental events typically occurring in the juvenile LO during the first 72 hpi. The leftmost image shows the entire organ of a hatchling, while the other three depict an interior view of only one side at three times post inoculation. During the first 3 days after colonization, the ciliated appendages begin their trajectory toward full regression, and the bottleneck (arrows) connecting the migration path to the crypts reduces in diameter. *aa*, anterior appendage; *pa*, posterior appendage. (**B**) Colony-forming units per light organ (CFU/LO) recovered from individual squids at 24 hpi. Statistical comparisons were performed using a Kruskal–Wallis test followed by Dunn’s post hoc tests with Bonferroni correction. Asterisks indicate significance: **P < 0.01. (**C**) Image of the LO of a juvenile squid at (72 hpi) colonized on only one side with strain MJ11. This condition was noted in about 25% of MJ11-colonized light organs but was never observed in the several hundred animals colonized by the other four strains. (**C’**) Average length of the ciliated appendages of the LO at 72 hpi with one of five strains. Measurements were made only on animals in which both sides of the organ were colonized. Data shown are for the length of the left anterior appendage. Statistical comparisons were performed using a Kruskal–Wallis test followed by Dunn’s post hoc tests with Bonferroni correction. Asterisks indicate significance: ***P < 0.001. **P < 0.01, * *P* < 0.05. APO (aposymbiotic, not colonized). (**D**) LO bottleneck width at 24 hpi (left) and 72 hpi (right) of colonized LOs compared to uncolonized LOs (APO). Statistical comparisons were performed at each time point, using a Kruskal–Wallis test followed by Dunn’s post hoc tests with Bonferroni correction. Asterisks indicate significance: ***P < 0.001. (**E**) Bottleneck closure response to the carriage of the *rscS* gene. At 24 hpi, bottleneck closure induced by ES114 and ES114 ∆*rscS* was not statistically different; however, MJ11 closed less than both of them. MJ11 *rscS*+ has *rscS* present on a plasmid. MJ11 ctrl carries only the backbone plasmid. Statistical comparisons were performed using a Kruskal–Wallis test followed by Dunn’s post hoc tests with Bonferroni correction. Asterisks indicate significance: ***P < 0.001. **P < 0.01, *P < 0.05. Only some statistical significances are shown for plot clarity.

We also examined the impact of strain variation on another developmental phenotype (76), the symbiont-induced narrowing of a “bottleneck” that restricts the diameter of the migration path just before the LO crypt entrance (Fig. 4A). This constriction serves to spatially restrict the symbiont population to the crypts, opening only during the crypt venting at dawn (36, 37). By 24-hpi, colonization by *E. scolopes*-derived strains had triggered a significant bottleneck narrowing; however, the non-native strains SR5 and MJ11 had not (Fig. 4D, left). Because bottleneck constriction begins when symbiont numbers are as low as 10 cells (36), the reduced population sizes of these strains at 24 hpi (Fig. 4B) are not responsible for the lack of bottleneck closure. Instead, intrinsic differences between the behavior or biochemistry of native and non-native strains are likely accountable. By 72 hpi, the bottleneck was fully narrowed by all strains (Fig. 4D, right).

To better understand the basis of the strain-level difference in the timing of bottleneck narrowing, we explored how the carriage of *rscS*, which encodes a regulator of biofilm formation in *V. fischeri* (21), may be related to the narrowing of the host’s LO bottleneck (Fig. 4E). The wild-type MJ11 strain, which does not carry *rscS* and colonizes poorly at normal inoculum (20), is delayed in bottleneck constriction at 24 hpi (Fig. 4D, left); however, when strain MJ11 was genetically modified to carry the *rscS* allele*,* colonization resulted in a normal bottleneck narrowing by 24 hpi. Interestingly, the wild-type squid symbiont ES114 typically carries *rscS*, but colonization by a deletion mutant of *rscS* still causes a narrowing of the bottleneck. This result suggested that the carriage of *rscS* is sufficient for bottleneck closure for some strains but is not necessary for others. By 72 hpi, the bottlenecks of all LOs colonized by wild-type and genetically modified strains were closed and not significantly different from strain ES114.  

The bottleneck phenotype is complex, apparently requiring multiple inputs from the symbiont to activate. Our previous work showed that bottleneck closure requires a bioluminescence-independent, quorum sensing-dependent pathway (77). It is also known through multiple studies that quorum sensing and RscS/biofilm formation are transcriptionally and post-transcriptionally co-regulated (78–81). It is possible that in ES114, overlapping signals from both the quorum sensing and biofilm pathways are detected by the host to quickly trigger bottleneck closure. In the absence of any one of these signals, closure may lag or not complete. MJ11 constitutively expressing RscS appears to be primed to express the necessary signals upon colonization of the crypts, whereas wild-type MJ11 takes longer to turn on these signals.

Taken together, the developmental phenotypes described above show that, over time, *E. scolopes* ultimately remodels its LO in response to *V. fischeri* colonization, regardless of the strain’s origin. However, the length of time required for the developmental trajectory to result in normal maturation of the LO varies among *V. fischeri* strains. Similar differences in development have also been found to occur with strain variation in legume-rhizobia associations (10, 11, 82), demonstrating how a comparative strain-level approach can provide clues to symbiotic mechanisms.

### Conclusions and future directions

This study represents a broad view of how symbiont strain-level variation influences the establishment and development of a symbiotic association and serves as a discovery tool for further analysis of this and other symbioses. Specifically, we have shown how host responses to different strains that typically colonize the LO of one host species, *E. scolopes*, differ from the responses of that host to strains from the LOs of other squid and fish species. We anticipate that the patterns in host responses to strain-level differences described here will help generate hypotheses that can be tested in this and other host-microbe symbioses.

The results revealed an array of possible areas in which to more deeply pursue the mechanisms underlying the phenomena discovered. One conspicuous area is the basis for or consequences of changes in gene expression. Specifically, this study did not reveal whether the differences in transcript levels detected during colonization by different strains resulted from changes in the stability of the transcript, or whether the differences were reflected in the levels of transcript-encoded protein abundance and/or activity. Similarly, it remains to be determined whether any of the hypotheses proposed above for underlying functions of the differences noted between strains isolated from squid or fish tissue are valid (Fig. 1C).

Another area of possible exploration would be a comparison with transcriptional responses by other sepiolids species that have symbiotic associations with *V. fischeri* strains. Such an approach would provide insight into whether the responses were common among, or specific to, hosts beyond *E. scolopes*. For example, several *Euprymna* spp. occur in Indo-Pacific and Australian waters, including *E. berryi*, which is being developed as another model sepiolid species (83). In addition, several *Sepiola* spp. with symbiotic organs containing *V. fischeri* occur in the Northeastern Atlantic Ocean and Mediterranean. Such an approach may also allow a refined analysis of the relationship between bacteria genomic differences, which are extensive, and host responses.

## Data Availability

The data supporting the findings of this study are available within the article and its supplemental information files. The transcriptomic raw sequencing data generated in this study have been deposited in Gene Expression Omnibus under accession number GSE306269. Relevant code for this manuscript is available at https://github.com/verabeil/escolopes_vfischeri_strain.

# Supplementary material for: Strain matters: host responses reflect symbiont origin in the squid-vibrio symbiosis
**Source:** mSystems. 2025 Nov 17;10(12):e00498-25. doi: 10.1128/msystems.00498-25
**Supplement:** Supplemental Figures — Figures S1-S4.

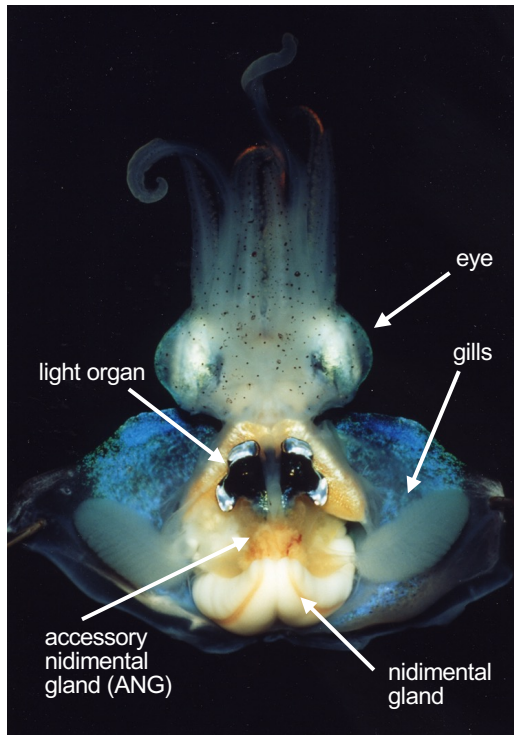

FIG S1 Ventral dissection of a sexually mature adult female *Euprymna scolopes*. The locations of several organs are indicated, including the two containing long-term bacterial symbionts: the light organ and the accessory nidamental gland.

| <u>Factors</u>              | <u>Colonization stage</u> | <u>Reference</u>            |
|-----------------------------|---------------------------|-----------------------------|
| RscS capsule regulator      | Initiation (aggregation)  | Mandel <i>et al.</i> 2009   |
| D-strain dominance behavior | Initiation (motility)     | Bongrand <i>et al.</i> 2016 |
| T6SS-2 weapon               | Persistence               | Suria <i>et al.</i> 2022    |

| <u>Light-organ symbiont strain</u> | <u>Host species isolated from</u> | <u>Factor encoded</u> |          |        |
|------------------------------------|-----------------------------------|-----------------------|----------|--------|
|                                    |                                   | RscS                  | D strain | T6SS-2 |
| ES114 (native)                     | <i>E. scolopes</i>                | +                     | -        | -      |
| MB15A5 (native)                    | <i>E. scolopes</i>                | +                     | -        | +      |
| MB11B1 (native)                    | <i>E. scolopes</i>                | +                     | +        | +      |
| SR5 (non-native)                   | <i>S. robusta</i>                 | -                     | -        | -      |
| MJ11 (non-native)                  | <i>M. japonica</i>                | -                     | -        | +      |

FIG S2 Factors providing a fitness benefit to *E. scolopes* native LO strains at different stages of colonization are either present (+) or absent (-) in the 5 native and non-native LO symbionts examined for transcriptional and developmental effects on juvenile *E. scolopes*.

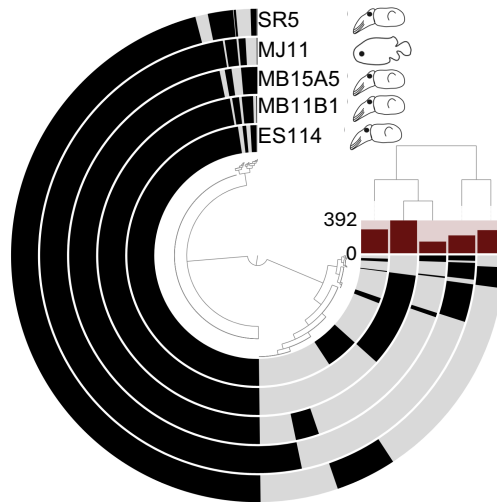

FIG S3 The pangenome of five LO-symbiont strains used in this study. Black lines are genes present in each genome. The dendrogram is built from pairwise average nucleotide identity (ANI). *E. scolopes* symbionts (ES114, MB11B1 and MB13B2) share more similar nucleotide sequences. MJ11 and SR5 are more like each other, and divergent from the *E. scolopes* symbionts. Maroon bar graph indicates number of singleton genes found in each strain.

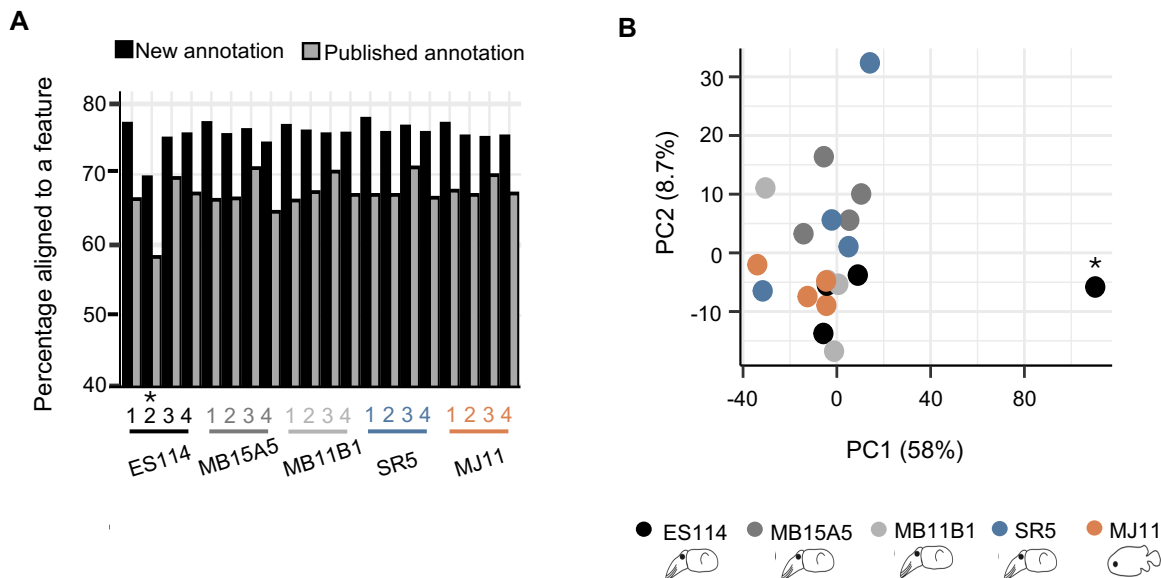

FIG S4 Identification of one experimental replicate as an outlier. (A) Summary of the efficiency of alignments of each replicate to genomic features. (B) PCA plot based on the top 3,000 most variable genes across all samples. ES114 replicate #2, identified as an outlier, was excluded from further analysis. An asterisk (\*) indicates the low-quality sample that was removed from downstream analysis.

How the deposited data were processed for this re-analysis (not part of the article)

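Poly(A) RNA of light organs of juvenile squid was measured 72 h after inoculation with 1 of 5 strains, ES114, MB15A5 and MB11B1 (native to E. scolopes), SR5 (from Sepiola robusta) and MJ11 (from a fish). Each strain had 4 libraries, 1 from each of 4 clutches, which gave 20 libraries. Strain and clutch were taken from the title and library name of each sample. In 16 of the 20 samples, the treatment field of the labels named another strain than their own title and library name, which name the same strain and were followed. That field named SR5 in 0 samples, although SR5 is 1 of the strains with 4 replicates in the paper. The submitters were not asked, and the strain of each library rests on its title and library name. All values in the text come from the column of the library so named.

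The authors trimmed the reads with fastp, aligned them with STAR in its 2-pass mode to the E. scolopes genome and counted read pairs on exons with featureCounts, without regard to strand. Their annotation joined the published genes with transcripts from a genome-guided Trinity assembly, reduced with CD-HIT-EST and placed with GMAP. The deposited values are the raw counts of read pairs per gene, for 38663 genes, not normalized and not filtered, with 1 column per library. The same deposited table gives the summed exon length of each gene, which was used only for the tests on gene length. By featureCounts' defaults, reads that align to several places or lie in several genes are not counted. Levels of genes with close copies or overlapping exons are uncertain for this reason. Reads were not used here, and no step before the counts was repeated.

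Total counts per library were 15399775 to 27102357 (median 21050333), and 13265 to 16213 genes had at least 10 counts. At these totals 1 CPM without TMM scaling stands for about 15 to 27 counts. On the TMM scale, which the CPM in the text use, some libraries lie outside this range. Levels under 1 CPM rest on few read pairs. No pair of the 20 libraries held identical counts, and the lowest chi-square per degree of freedom of any pair was 9.17, so that each library was taken as 1 replicate.

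The pairing by clutch comes from the clutch numbers in the labels and from the paper's design formula. It was checked on the values as the correlation between libraries of different strains, after the strain means were removed. Pairs of the same clutch had r from 0.192 to 0.620 (median 0.472, 36 pairs), and pairs of other clutches had -0.448 to 0.238 (median -0.164, 108 pairs). Clutch was a block in the design set before the values were seen.

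The values at the claims were computed in R 4.3.3 with edgeR 4.0.16, from the 19 libraries that the paper used, all 5 strains in 1 fit, with strain and clutch as terms. Genes were filtered with filterByExpr by strain, libraries were scaled with TMM, and contrasts were tested with the quasi-likelihood test. p values were adjusted by the method of Benjamini and Hochberg over all genes tested. A differentially expressed gene (DEG) had an adjusted p under 0.05 and an absolute log2FC of at least 0.58, not shrunken. All 10 pairs of strains were compared, and MJ11 and SR5 were also compared with the mean of the 3 native strains. CPM values use the TMM scale of all 20 libraries, and log2 CPM a prior count of 2. ES114 replicate 2, which the paper left out as an outlier, was left out of these fits, and its values and the fits with it are given beside them.

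PCA and shares of variance used DESeq2's variance-stabilizing transformation (version 1.42.0) and the 3000 genes of highest variance. Shares between groups were tested by permutation of labels over libraries, exactly where there were at most 100000 labelings and otherwise with 100000 resamples. Levels of single genes and groups of genes were tested with the exact permutation test of the difference of means. The position of SR5 between the native strains and MJ11 was the median ratio of their changes. It was set beside 30 simulations in which SR5 was unchanged from native and counts were drawn independently for each gene. The splits of libraries repeated the count of DEGs with the labels of 2 groups exchanged, over all splits of 2 strains or 50 splits drawn for the native strains together. The tests of single libraries used 8 times the other libraries of a strain or 5 times all other libraries as limits, with minimums of 50, 20 or 10 CPM.

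The scripts were tested on simulated data with the means and dispersions of the fit. Of 200 changed genes, all with an absolute log2FC of at least 1, edgeR called 76.5% in MJ11 vs ES114 and 78.5% in MJ11 vs MB15A5. It also called 2 and 8 of 16368 unchanged genes. DESeq2 with ashr shrinkage called 78% and 5 unchanged genes in MJ11 vs ES114. With no changed gene, 0 genes were called in either comparison. An SR5 position simulated at 0.5 was found at 0.503. The exact permutation p of the share between ES114 and MJ11 was 0.0286 with changed genes and 0.771 without. These values were computed over the 200 genes chosen to change alone, not over the genes of highest variance used for the reported shares. They therefore do not show whether the reported test can detect such changes.

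Alternatives set before the values were seen were no fold limit, DESeq2's size factors in edgeR, no filter, at least 10 counts in every library, no block, all 20 libraries, robust dispersion, a fit of only the 2 strains compared, DESeq2 without shrinkage, DESeq2 with ashr 2.2.63, and each library left out in turn. For the shares of variance they were 500 genes, all genes past the filter, log2 CPM, clutch means removed with limma 3.58.1, all 20 libraries, and each library left out in turn. After the data and the paper's numbers were seen, 28 DESeq2 fits with ashr shrinkage, 1 of which had been set beforehand, and 24 PCA settings were compared. The closing section gives their effect.

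Genes named in the text were chosen by a rule written before the values were seen. These are the 5 genes of Fig. 3, the other immune-related genes of Fig. 2C, and in each comparison the DEGs of largest change that changed the same way in every clutch, at most 2 up and 2 down. The genes g22451 and the neighbors of Hc-A were named after their values were seen, as were MCT5-like and WDR64-like. Names are those of Table S4, since 0 of the 38663 IDs matched the table of 63923 reference genes. Sequencing of the bacteria, imaging and colonization assays were not analysed here.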

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

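The strain comparisons and the fits that each left out a library were set before the data were examined. The random splits of the libraries and the test of gene length over all libraries were chosen before their results were seen. The other tests in this part were chosen only afterwards, the comparison of gene length within the clutch included. For 19 measures in each of the 5 strains, the highest and the lowest of the 4 libraries were set against the other 3 with Dixon's ratio. Of these 95 groups, 11 had a library past the limit, and chance gives 4.75. Of the 11, 2 concerned ES114 replicate 2, the library the paper left out.

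ES114 replicate 2 stood apart in the number of genes with at least 10 counts (13265, against a median of 15161 in the other 3 ES114 libraries) and in the mean log2 CPM of the proteolysis group of Fig. 2C (9.11, against 1.42 to 1.72). Its total of 21885987 counts lay within the range of the other ES114 libraries, 19786280 to 21917518, which argues against low depth. Across 5287 genes, its log2 ratio to the other ES114 libraries had a Spearman correlation of -0.0262 with gene length, inside the range of -0.334 to 0.394 of the other 19 libraries against their strains. But this correlation followed the clutch, and in the other 4 libraries of replicate 2 it was 0.257 to 0.394, so that ES114 replicate 2 lay below them, in the direction of fewer long transcripts. With 1 library, a loss of long transcripts and other differences of this library cannot be told apart by this value. RNA of another tissue that only diluted the light organ would lower its transcripts by a common factor, but 82 genes lay at least 8 times below the lowest other ES114 library, where the other 19 libraries had 0 to 14 such genes. At least 8 times above the other ES114 libraries were 32 genes, against 0 to 22 elsewhere. A mixture of tissues in which light organ tissue was also missing or changed stays open, as does a difference of the animals themselves, and neither was tested. The other 3 ES114 libraries lacked the pattern, so that the strain alone does not account for it.

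The mean log2 CPM of the proteolysis group was also high in SR5 replicate 3 (7.76, against 1.89 to 2.88) and in MB11B1 replicate 4 (5.45, against 0.41 to 1.09). A candidate explanation is RNA of the same source as in ES114 replicate 2. Of 19 genes outside the group that were at least 8 times above the other ES114 libraries in ES114 replicate 2, 11 were highest of the SR5 libraries in SR5 replicate 3 and 10 were highest of the MB11B1 libraries in MB11B1 replicate 4. But 12 were highest of their strain in ES114 replicate 3 and 12 in MB15A5 replicate 4, where the proteolysis group was not high, so that by this number the source and other variation between libraries cannot be told apart. The median level of these genes was 135 CPM in ES114 replicate 2, 24.0 CPM in SR5 replicate 3, 8.43 CPM in MB11B1 replicate 4 and 2.81 to 7.92 CPM in the other libraries. The group was high in 1 library of each of these strains, and a response to the strain was not tested.

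In MB15A5 replicate 3 the log2 CPM of Hc-A (g14962) was 14.29, against -1.54 to -0.40 in the other MB15A5 libraries, and that of the hemocyanin gene g14963 was 11.71, against -2.80 to -2.35. Of the other 3 MB15A5 libraries, 0 lay above every library of the other strains, which argues against a response to strain MB15A5. RNA of another tissue in this library is a candidate explanation. In this library 7 genes were at least 5 times above every other library, with 47002 CPM in all, against 64 such genes in ES114 replicate 2. The neighboring genes g14960, g14961, g14962, g14963 and g14964 had 14040, 5870, 20017, 3349 and 262 CPM in MB15A5 replicate 3, and at most 15.4, 7.40, 27.2, 3.60 and 0.101 CPM in any other library. The exons of Hc-A overlap those of g14959 and g14960, and read pairs in such overlaps are not counted by default, so that the levels of the single genes are uncertain. Too few genes outside this region rose to decide on another tissue. No list of marker genes was set beforehand, and no tissue was tested. Hc-A was also high in MB11B1 replicate 4 (3.24, against -0.71 to -0.10), for which no explanation was tested.

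The other libraries past the limit were ES114 replicate 3 in the mean log2 CPM of the immune-related group (1.93, against 1.04 to 1.19), MJ11 replicate 4 in the log2 CPM of DMBT1 (0.39, against 2.25 to 2.45) and of TLR4int-LRR-like (5.70, against 4.79 to 4.92), and SR5 replicate 1 in that of CHI3L1-like (4.38, against 2.07 to 2.43). As chance alone gives 4.75 of the 95 groups, a single group past the limit carries little weight. MJ11 replicate 4 had the lowest total of the 20 libraries (15399775 counts), and no explanation was tested for these values.

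Genes outside Table S4, which the paper does not report on, also passed both limits. Of the 200 DEGs between MJ11 and MB15A5, 158 were not in the table. Of the 35 splits of the 8 libraries, 1 gave as many DEGs, the real one, and the other splits gave at most 0. This argues against random grouping as the source but does not exclude it, as only 8 splits, the real one included, parted as many clutches. The number rested in part on single libraries and was 47 without MJ11 replicate 1. It was larger than the 7 DEGs between MJ11 and ES114, which had 3 libraries. With MB15A5 also at 3 libraries, without MB15A5 replicate 2, 77 DEGs were left, which argues against the number of libraries as the whole reason. Compared directly, MB15A5 and ES114 gave 0 DEGs, with 920 genes at an unadjusted p under 0.05 where 828.4 are given by chance, so that no difference between these strains was detected that would account for it. The reason for the larger number stays open.

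Between SR5 and MB11B1, a comparison that the paper does not show, there were 2 DEGs, POD-like (g21067, log2FC 1.47, adjusted p = 0.0237 from edgeR's quasi-likelihood test) and g5380 (log2FC 1.35, adjusted p = 0.0349). Of the 35 splits of the 8 libraries, 4 gave as many DEGs, so that random grouping is enough to give this number. Among the 8 splits that parted as many clutches, 2 did, the real one included. Over all other splits, those that parted fewer clutches included, the largest number was 122. The real comparison gave 0 DEGs without MB11B1 replicate 2, MB11B1 replicate 3, MB11B1 replicate 4, SR5 replicate 1 or SR5 replicate 3, where 617 to 1015 genes had an unadjusted p under 0.05. Over all 19 libraries the number of genes at an unadjusted p under 0.05 was 828, where 828.4 are given by chance.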

How the results depend on the processing

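The alternatives named first were set before the data were examined, and those chosen afterwards are marked as such. A number of DEGs was counted as kept when it stayed within 1.5 times the number at the claims. For the results that answer a comparison, 120 values under the alternatives set beforehand were kept or stayed on the same side of the test's threshold, which not every setting could cross, 44 numbers moved by more than 1.5 times, and 1 correlation passed the range of simulated unchanged groups. In the fits that each left out 1 library, 41 numbers of DEGs moved by more than 1.5 times, and the other values were kept or could not pass the threshold. For the 5 genes of Fig. 3 relative to each native strain, 118 values kept their call, 11 lost it and 3 gained it, and 7 values in the fits without 1 library lost it. The sign of the log2FC did not change in any of them.

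At the claims the number of DEGs was 7 for MJ11 vs ES114, 200 for MJ11 vs MB15A5, 45 for MJ11 vs MB11B1, 4 for MJ11 vs SR5, 0 for SR5 vs ES114, 0 for MB15A5 vs ES114, 0 for MB11B1 vs ES114, 0 for SR5 vs MB15A5, 2 for SR5 vs MB11B1, 0 for MB15A5 vs MB11B1, 5 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 3 for MJ11 vs ES114 at an absolute log2FC of at least 2. The comparisons with 0 DEGs had 524 to 1440 genes at an unadjusted p under 0.05. The values that moved by more than 1.5 times were the following. Without clutch as the replicate block the number was 0 for MJ11 vs ES114 (396 genes at an unadjusted p under 0.05), MJ11 vs SR5 (446 genes at an unadjusted p under 0.05), SR5 vs MB11B1 (fewer than the 828.4 genes that chance gives at an unadjusted p under 0.05), MJ11 vs ES114 at an absolute log2FC of at least 1 and MJ11 vs ES114 at an absolute log2FC of at least 2, 8 for MJ11 vs MB15A5 and 3 for MJ11 vs MB11B1. With all 20 libraries the number was 3 for MJ11 vs ES114 and MJ11 vs ES114 at an absolute log2FC of at least 1, 7 for MJ11 vs MB15A5, 6 for MJ11 vs MB11B1 and 0 for MJ11 vs SR5 (451 genes at an unadjusted p under 0.05) and SR5 vs MB11B1 (244 genes at an unadjusted p under 0.05). With only the 2 strains compared in the fit the number was 4 for MJ11 vs ES114, 6 for MJ11 vs MB11B1, 1 for MB15A5 vs ES114 and MB11B1 vs ES114 and 0 for SR5 vs MB11B1 (658 genes at an unadjusted p under 0.05). With robust dispersion the number was 8 for MJ11 vs SR5, 1 for SR5 vs ES114 and MJ11 vs ES114 at an absolute log2FC of at least 2 and 3 for MJ11 vs ES114 at an absolute log2FC of at least 1. With no filter on low counts the number was 14 for MJ11 vs SR5, 1 for SR5 vs ES114 and 4 for SR5 vs MB15A5. With at least 10 counts in every library the number was 9 for MJ11 vs SR5. With DESeq2 and ashr shrinkage the number was 23 for MJ11 vs ES114, 33 for MJ11 vs SR5, 10 for SR5 vs ES114 and MJ11 vs ES114 at an absolute log2FC of at least 1, 1 for MB11B1 vs ES114, 9 for SR5 vs MB15A5 and 4 for SR5 vs MB11B1. With DESeq2 without shrinkage the number was 35 for MJ11 vs ES114, 330 for MJ11 vs MB15A5, 102 for MJ11 vs MB11B1, 76 for MJ11 vs SR5, 11 for SR5 vs ES114, 1 for MB11B1 vs ES114 and MB15A5 vs MB11B1, 12 for SR5 vs MB15A5, 5 for SR5 vs MB11B1 and 17 for MJ11 vs ES114 at an absolute log2FC of at least 1. No number moved by more than 1.5 times with RLE size factors in place of TMM and with no fold limit. The replicates of the strains were paired by clutch, and the other 5 numbers of DEGs were 0 both with and without the block. A fit of 2 strains has fewer libraries by construction, and no filter leaves more genes to test. For the other settings the cause was not tested.

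Of the 15 tests of the 5 genes of Fig. 3 relative to the native strains, 10 were called at the claims. The number was 3 without clutch as the replicate block, 9 with all 20 libraries, 8 with only the 2 strains compared in the fit, 9 with robust dispersion, 10 with RLE size factors in place of TMM, 10 with no filter on low counts, 10 with at least 10 counts in every library, 11 with DESeq2 and ashr shrinkage and 12 with DESeq2 without shrinkage, and from 8 to 10 in the fits without 1 library. With RLE size factors MJ11 vs SR5 kept its 4 DEGs, all of which rose, and gained 2, so that 5 of 6 rose.

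With 1 library of either strain left out in turn, the number of DEGs ranged from 1 to 6 for MJ11 vs ES114, 47 to 248 for MJ11 vs MB15A5, 15 to 64 for MJ11 vs MB11B1, 0 to 5 for MJ11 vs SR5, 0 to 1 for SR5 vs ES114, 0 to 1 for SR5 vs MB15A5, 0 to 2 for SR5 vs MB11B1, 1 to 5 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 1 to 4 for MJ11 vs ES114 at an absolute log2FC of at least 2. It was 0 in every such fit of MB15A5 vs ES114, MB11B1 vs ES114 and MB15A5 vs MB11B1. In the fits with 0 DEGs, between 448 and 2087 genes had an unadjusted p under 0.05. Single libraries moved these numbers by more than 1.5 times. The number for MJ11 vs ES114 was 1 without ES114 replicate 1 or MJ11 replicate 3, 2 without ES114 replicate 3, ES114 replicate 4 or MJ11 replicate 1 and 4 without MJ11 replicate 2. MJ11 vs MB15A5 gave 47 without MJ11 replicate 1, 77 without MB15A5 replicate 2, 95 without MB15A5 replicate 4, 96 without MB15A5 replicate 1 and 109 without MJ11 replicate 3. The number for MJ11 vs MB11B1 was 15 without MB11B1 replicate 1, MB11B1 replicate 3 or MJ11 replicate 2, 19 without MJ11 replicate 1, 20 without MB11B1 replicate 2 and 26 without MJ11 replicate 3. MJ11 vs SR5 gave 0 without SR5 replicate 2, SR5 replicate 4, MJ11 replicate 1, MJ11 replicate 2, MJ11 replicate 3 or MJ11 replicate 4 and 1 without SR5 replicate 1. The number for SR5 vs ES114 was 1 without SR5 replicate 1. SR5 vs MB15A5 gave 1 without SR5 replicate 1. The number for SR5 vs MB11B1 was 0 without MB11B1 replicate 2, MB11B1 replicate 3, MB11B1 replicate 4, SR5 replicate 1 or SR5 replicate 3 and 1 without SR5 replicate 2. MJ11 vs ES114 at an absolute log2FC of at least 1 gave 1 without ES114 replicate 1 or MJ11 replicate 3 and 2 without ES114 replicate 3, ES114 replicate 4 or MJ11 replicate 1. The number for MJ11 vs ES114 at an absolute log2FC of at least 2 was 1 without ES114 replicate 1, ES114 replicate 3, MJ11 replicate 1 or MJ11 replicate 3. A fit with fewer libraries has less power by construction, and a cause in the single libraries was not tested.

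The calls lost when 1 library was left out, with edgeR's adjusted p, were those of CHI3L1-like in MJ11 vs ES114 without ES114 replicate 1 (0.116), without ES114 replicate 3 (0.186), without MJ11 replicate 1 (0.0534) and without MJ11 replicate 3 (0.0889) and of POD-like in MJ11 vs ES114 without ES114 replicate 1 (0.0623), without ES114 replicate 4 (0.0696) and without MJ11 replicate 3 (0.0637). Over all alternatives the adjusted p of edgeR and DESeq2 in MJ11 vs ES114 ran from 0.24 to 1 for DMBT1, 6.92e-08 to 0.218 for CHI3L1-like, 3.11e-09 to 0.999 for POD-like, 4.74e-25 to 0.154 for EgtB1-like and 0.0166 to 1 for FFAR2-like. DMBT1 was called in 0 of 15 alternatives set beforehand. It had 5 to 164 counts in the 19 libraries, levels differed between libraries of the same strain, and it was not tested in the fit that required 10 counts in every library. Depth and variation between libraries as limits for this gene were not separated.

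Under the alternatives set beforehand, the share of variance between strains stayed on the same side of a permutation p of 0.05 in all 6 comparisons. For ES114 and SR5 and for ES114 and MJ11 this had to be so with clutch means removed, where the smallest possible p was 0.125, and with 1 library of either strain left out, where it was 0.0667 or 0.1 (exact permutation tests). With 1 library left out it ranged from 11.3 to 15.4% for all 5 strains, 8.69 to 14.2% for the 3 E. scolopes strains, 7.33 to 19.1% for ES114 and SR5, 6.37 to 15.0% for ES114 and MJ11, 3.78 to 6.66% for the native strains against MJ11 and 3.16 to 6.49% for the native strains against SR5. It was more than 1.5 times away from the value at the claims without ES114 replicate 3 (14.2% for the 3 E. scolopes strains, 19.1% for ES114 and SR5 and 15.0% for ES114 and MJ11), without MB11B1 replicate 3 (13.5% for the 3 E. scolopes strains), without SR5 replicate 2 (13.0% for ES114 and SR5 and 6.41% for the native strains against SR5), without SR5 replicate 4 (13.7% for ES114 and SR5 and 6.49% for the native strains against SR5), without ES114 replicate 1 (11.3% for ES114 and MJ11), without ES114 replicate 4 (10.5% for ES114 and MJ11), without MJ11 replicate 3 (12.1% for ES114 and MJ11 and 6.66% for the native strains against MJ11) and without MJ11 replicate 4 (10.2% for ES114 and MJ11). A VST of all 19 libraries together with clutch means removed, chosen after the data were examined, gave 31.1% for all 5 strains (permutation test, p = 0.0494), which was past the threshold, and permutation p from 0.0521 (the native strains against MJ11) to 0.250 (ES114 and SR5, with a share of 25.4%) in the other 5 comparisons. As strains were in the model that removed the clutch means, these p favor the observed labels. With the clutch means of each comparison's own VST removed again for every labeling, also chosen after the data were examined, permutation p was 0.126 for all 5 strains, 0.644 for the 3 E. scolopes strains, 0.250 for ES114 and SR5, 0.250 for ES114 and MJ11, 0.0990 for the native strains against MJ11 and 0.141 for the native strains against SR5. The correlation of the log2FC of SR5 and MJ11 relative to ES114 was 0.485, below the range of simulated unchanged groups, and 0.726 with all 20 libraries, above the range simulated from that fit (0.477 to 0.525). It was 0.361 to 0.479 in the fits without 1 SR5 library, 0.449 without the block and 0.383 with at least 10 counts in every library, each below the range simulated from its own fit. The ranges of the alternatives were added after the data were examined. The median ratio of SR5 to MJ11 was 0.227 over 116 genes (simulated 0.0514 to 0.119) with RLE size factors, 0.212 over 116 genes (simulated 0.0434 to 0.107) with at least 10 counts in every library, 0.340 over 10 genes (simulated 0.0422 to 0.164) without the block, 0.309 over 25 genes (simulated 0.0451 to 0.140) with all 20 libraries and 0.126 to 0.314 in the fits without 1 SR5 library, the lowest without SR5 replicate 3 (simulated 0.0421 to 0.117). Each was above the range simulated from its own fit with SR5 unchanged, but the simulations called more genes than the data in all of these fits, so the medians were taken over different numbers of genes. All simulated ranges of medians and correlations came from counts drawn independently for each gene. They may be too narrow where many genes of a library vary together. The cause of these changes was not tested.

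After the data were examined and the numbers of Fig. 2B were known, 28 DESeq2 fits with ashr shrinkage were compared, 17 of them over all 5 strains. The fit of 19 libraries with edgeR's filter was the alternative set beforehand, and the others were chosen then. The numbers of DEGs that differed by more than 1.5 times from those at the claims were as follows. With 19 libraries and no filter on low counts the numbers were 59 for MJ11 vs ES114, 443 for MJ11 vs MB15A5, 322 for MJ11 vs MB11B1, 294 for MJ11 vs SR5, 50 for SR5 vs ES114, 21 for MB15A5 vs ES114, 35 for MB11B1 vs ES114, 241 for SR5 vs MB15A5, 240 for SR5 vs MB11B1, 238 for MB15A5 vs MB11B1, 48 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 41 for MJ11 vs ES114 at an absolute log2FC of at least 2. For 19 libraries and a sum of at least 10 counts they were 39 for MJ11 vs ES114, 96 for MJ11 vs MB11B1, 76 for MJ11 vs SR5, 27 for SR5 vs ES114, 10 for MB15A5 vs ES114 and MB11B1 vs ES114, 33 for SR5 vs MB15A5, 37 for SR5 vs MB11B1, 26 for MB15A5 vs MB11B1, 28 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 21 for MJ11 vs ES114 at an absolute log2FC of at least 2. In the fit of 19 libraries and edgeR's filter, and likewise with 19 libraries and 10 counts in 4 libraries they were 23 for MJ11 vs ES114, 33 for MJ11 vs SR5, 10 for SR5 vs ES114 and MJ11 vs ES114 at an absolute log2FC of at least 1, 1 for MB11B1 vs ES114, 9 for SR5 vs MB15A5 and 4 for SR5 vs MB11B1. With 19 libraries and 10 counts in 3 libraries the numbers were 23 for MJ11 vs ES114, 31 for MJ11 vs SR5, 10 for SR5 vs ES114 and MJ11 vs ES114 at an absolute log2FC of at least 1, 1 for MB11B1 vs ES114, 9 for SR5 vs MB15A5 and 4 for SR5 vs MB11B1. For 19 libraries and 1 CPM in 4 libraries they were 21 for MJ11 vs ES114, 34 for MJ11 vs SR5, 8 for SR5 vs ES114, 1 for MB11B1 vs ES114, 9 for SR5 vs MB15A5 and 10 for MJ11 vs ES114 at an absolute log2FC of at least 1. In the fit of 19 libraries and 10 counts in every library they were 17 for MJ11 vs ES114, 27 for MJ11 vs SR5, 9 for SR5 vs ES114, 6 for SR5 vs MB15A5 and 10 for MJ11 vs ES114 at an absolute log2FC of at least 1. With 20 libraries and no filter on low counts the numbers were 204 for MJ11 vs ES114, 266 for MJ11 vs MB11B1, 245 for MJ11 vs SR5, 78 for SR5 vs ES114, 77 for MB15A5 vs ES114, 160 for MB11B1 vs ES114, 220 for SR5 vs MB15A5, 254 for SR5 vs MB11B1, 222 for MB15A5 vs MB11B1, 185 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 178 for MJ11 vs ES114 at an absolute log2FC of at least 2. For 20 libraries and a sum of at least 10 counts they were 75 for MJ11 vs ES114, 93 for MJ11 vs MB15A5, 78 for MJ11 vs MB11B1, 54 for MJ11 vs SR5, 30 for SR5 vs ES114 and MB11B1 vs ES114, 23 for MB15A5 vs ES114, 40 for SR5 vs MB15A5, 45 for SR5 vs MB11B1, 28 for MB15A5 vs MB11B1, 61 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 55 for MJ11 vs ES114 at an absolute log2FC of at least 2. In the fit of 20 libraries and edgeR's filter, and likewise with 20 libraries and 10 counts in 4 libraries they were 38 for MJ11 vs ES114, 39 for MJ11 vs MB15A5, 27 for MJ11 vs MB11B1, 4 for SR5 vs ES114, 3 for SR5 vs MB15A5, 1 for SR5 vs MB11B1, 19 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 10 for MJ11 vs ES114 at an absolute log2FC of at least 2. With 20 libraries and 10 counts in 3 libraries the numbers were 38 for MJ11 vs ES114, 39 for MJ11 vs MB15A5, 27 for MJ11 vs MB11B1, 4 for SR5 vs ES114, 2 for SR5 vs MB15A5, 1 for SR5 vs MB11B1, 18 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 10 for MJ11 vs ES114 at an absolute log2FC of at least 2. For 20 libraries and 1 CPM in 4 libraries they were 31 for MJ11 vs ES114, 38 for MJ11 vs MB15A5, 25 for MJ11 vs MB11B1, 3 for SR5 vs ES114 and SR5 vs MB15A5, 1 for SR5 vs MB11B1, 20 for MJ11 vs ES114 at an absolute log2FC of at least 1 and 11 for MJ11 vs ES114 at an absolute log2FC of at least 2. In the fit of 20 libraries and 10 counts in every library they were 14 for MJ11 vs ES114, 30 for MJ11 vs MB15A5, 18 for MJ11 vs MB11B1 and 2 for SR5 vs ES114 and SR5 vs MB15A5. With 19 libraries and 10 counts in 3 libraries without the replicate block the numbers were 83 for MJ11 vs MB15A5, 17 for MJ11 vs MB11B1 and 1 for SR5 vs MB11B1. For 20 libraries and 10 counts in 3 libraries without the replicate block they were 5 for MJ11 vs MB15A5, 8 for MJ11 vs MB11B1, 0 for MJ11 vs SR5 (220 genes at an unadjusted p under 0.05), 1 for SR5 vs MB11B1 and 3 for MJ11 vs ES114 at an absolute log2FC of at least 1. In the fit of 19 libraries and a sum of at least 10 counts without the replicate block they were 74 for MJ11 vs MB15A5, 17 for MJ11 vs MB11B1 and 1 for SR5 vs MB11B1. The other 11 fits held only the 2 strains compared and genes with 10 counts in 3 libraries. Over the 19 libraries they gave 24 for MJ11 vs ES114, 31 for MJ11 vs SR5, 60 for SR5 vs ES114, 76 for MB15A5 vs ES114 and 13 for MB11B1 vs ES114, and with ES114 replicate 2 they gave 11 for MJ11 vs ES114, 5 for SR5 vs ES114 and 1 for MB15A5 vs ES114. The cause was not tested.

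On simulated counts with 200 changed genes at the number of libraries used here, changes with a log2FC of 2 or 3 were called in 84% of genes in MJ11 vs ES114 and 88% in MJ11 vs MB15A5.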

Differences from the paper's values

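All alternatives set before the data were examined are counted below, and the fits that each left out 1 library are counted apart. The DESeq2 fits with ashr shrinkage and other filters, and the PCA settings other than those named as set beforehand, were chosen after seeing the paper's values.

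For MJ11 vs ES114, the number of DEGs was 7, and the paper's is about 38 in Fig. 2B, read by eye. Of the 10 alternatives set beforehand, DESeq2 without shrinkage came within 1.5 times the paper's number (35), and the other 9 did not, nor did the 7 fits without 1 library. The DESeq2 fits with ashr shrinkage that came within it, chosen after seeing the values, gave 39 with 19 libraries and a sum of at least 10 counts, 38 with 20 libraries and edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries and 31 with 20 libraries and 1 CPM in 4 libraries. For MJ11 vs MB15A5, the number of DEGs was 200, and the paper's is about 39 in Fig. 2B, read by eye. None of the 10 alternatives set beforehand came within 1.5 times the paper's number, but the fit without MJ11 replicate 1 (47) did. The DESeq2 fits with ashr shrinkage that came within it, chosen after seeing the values, gave 39 with 20 libraries and edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries, 38 with 20 libraries and 1 CPM in 4 libraries and 30 with 20 libraries and 10 counts in every library. For MJ11 vs MB11B1, the number of DEGs was 45, and the paper's is about 27 in Fig. 2B, read by eye. None of the 10 alternatives set beforehand came within 1.5 times the paper's number, but the fit without MB11B1 replicate 2 (20), the fit without MB11B1 replicate 4 (33), the fit without MJ11 replicate 1 (19) and the fit without MJ11 replicate 3 (26) did. The DESeq2 fits with ashr shrinkage that came within it, chosen after seeing the values, gave 27 with 20 libraries and edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries, 25 with 20 libraries and 1 CPM in 4 libraries and 18 with 20 libraries and 10 counts in every library. For SR5 vs ES114, the number of DEGs was 0, and the paper's is about 4 in Fig. 2B, read by eye. None of the 10 alternatives set beforehand came within 1.5 times the paper's number, nor did the 7 fits without 1 library. The DESeq2 fits with ashr shrinkage that came within it, chosen after seeing the values, gave 4 with 20 libraries and edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries, 3 with 20 libraries and 1 CPM in 4 libraries and 5 with only the 2 strains compared, ES114 replicate 2 included.

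In MJ11 vs ES114, 5 DEGs had an absolute log2FC of at least 1, and the paper's number is 18. DESeq2 without shrinkage gave 17, within 1.5 times the paper's number, and the other 8 alternatives set beforehand and the 7 fits without 1 library did not come within it. DESeq2 with ashr shrinkage gave 19 with 20 libraries and edgeR's filter or 10 counts in 4 libraries, 18 with 20 libraries and 10 counts in 3 libraries and 20 with 20 libraries and 1 CPM in 4 libraries, in fits chosen after seeing the values. In MJ11 vs ES114, 3 DEGs had an absolute log2FC of at least 2, and the paper's number is 10. None of the 9 alternatives set beforehand and none of the 7 fits without 1 library came within 1.5 times the paper's number. With ashr shrinkage DESeq2 gave 10 with 20 libraries and edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries and 11 with 20 libraries and 1 CPM in 4 libraries, in fits chosen after seeing the values.

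For all 5 strains, PC1 held 45.2% of the variance, and the paper's share is about 22% in Fig. 2A, read by eye. With the clutch means removed, 1 of the 5 alternatives set beforehand, it was 22.9%, and the other 4 and the 19 PCAs without 1 library did not come within 1.5 times the paper's share. The VST of all 19 libraries together with clutch means removed, chosen after seeing the values, gave 22.3%. It was 1 of 16 settings with clutch removal, chosen after seeing the values, of which 16 came within 1.5 times the paper's share, with 20.0 to 31.0%, and of 8 settings without removal 0 did (41.7 to 61.8%). For the 3 E. scolopes strains, PC1 held 52.9% of the variance, and the paper's share is about 22% in Fig. 2A, read by eye. With the clutch means removed, 1 of the 5 alternatives set beforehand, it was 26.3%, and the other 4 and the 11 PCAs without 1 library did not come within 1.5 times the paper's share. The VST of all 19 libraries together with clutch means removed, chosen after seeing the values, gave 22.0%. It was 1 of 16 settings with clutch removal, chosen after seeing the values, of which 14 came within 1.5 times the paper's share, with 20.0 to 27.4%, and of 8 settings without removal 0 did (48.4 to 69.1%). For ES114 and MJ11, PC1 held 53.8% of the variance, and the paper's share is about 28% in Fig. 2A, read by eye. None of the 5 alternatives set beforehand and none of the 7 PCAs without 1 library came within 1.5 times the paper's share. The VST of all 19 libraries together with clutch means removed, chosen after seeing the values, gave 27.9%. It was 1 of 16 settings with clutch removal, chosen after seeing the values, of which 16 came within 1.5 times the paper's share, with 27.6 to 36.5%, and of 8 settings without removal 0 did (49.3 to 69.1%). For the 20 libraries, PC1 held 35.7% and PC2 28.2%, and the paper's shares are about 58% and about 8.7% in Fig. S4B, read by eye. No alternative to this PCA was set beforehand. A joint VST with clutch means removed, chosen after seeing the values, gave 58.0% and 8.67%. Over the 8 settings with clutch removal of the 20 libraries, chosen after seeing the values, PC1 was within 1.5 times the paper's share in 8 (46.2 to 58.9%) and PC2 in 8 (8.67 to 11.3%). Of the 4 settings without removal, 2 were within it for PC1 (36.0 to 49.2%) and 0 for PC2 (17.5 to 29.0%).

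Where Fig. 3 marks a difference between strains, or the text states one, some pairs were not called at the claims. The adjusted p are those of edgeR, or of DESeq2 where it is named, and every DESeq2 fit below with a filter named or with only the 2 strains compared was chosen after seeing the values. The paper gives DMBT1 as higher with MJ11 than with the native strains, and Fig. 3A marks ES114. It was not called relative to ES114 (log2FC 2.51, adjusted p = 0.541), MB15A5 or MB11B1, and none of the 15 alternatives set beforehand that tested it called it. With 20 libraries, DESeq2 with ashr shrinkage called it relative to ES114 with 10 counts in 3 libraries (log2FC 0.64, adjusted p = 0.0267), 10 counts in 4 libraries (log2FC 0.64, adjusted p = 0.0273), edgeR's filter (log2FC 0.64, adjusted p = 0.0279) and no filter on low counts (log2FC 0.72, adjusted p = 0.0216), in fits chosen after seeing the values, and no setting run called it relative to MB15A5 or MB11B1. Fig. 3B marks CHI3L1-like between MJ11 and SR5, where it was not called (log2FC 1.80, adjusted p = 0.143). Of the alternatives set beforehand, it was called with no filter on low counts (log2FC 1.81, adjusted p = 0.0466), DESeq2 with ashr shrinkage (log2FC 0.92, adjusted p = 0.00966) and DESeq2 without shrinkage (log2FC 1.82, adjusted p = 0.00966). DESeq2 with ashr shrinkage also called it in all 7 fits of 19 libraries and all 7 fits of 20 libraries with clutch as a block, and with only the 2 strains compared (log2FC 1.33, adjusted p = 0.00112), in fits chosen after seeing the values apart from the fit set beforehand. The paper gives POD-like and EgtB1-like as lower with the native strains than with the strains of other hosts, and Fig. 3C marks POD-like between SR5 and ES114. In SR5 vs ES114 neither POD-like (log2FC 1.14, adjusted p = 0.313) nor EgtB1-like (log2FC 1.36, adjusted p = 0.540) was called. Of the alternatives set beforehand, DESeq2 with ashr shrinkage called POD-like (log2FC 0.93, adjusted p = 0.00607) and DESeq2 without shrinkage called POD-like (log2FC 1.12, adjusted p = 0.00607), and both called EgtB1-like (log2FC 1.05 and log2FC 1.34, adjusted p = 0.00587). In fits chosen after seeing the values, DESeq2 with ashr shrinkage called POD-like with 20 libraries and 10 counts in 3 libraries, 10 counts in 4 libraries, 10 counts in every library or edgeR's filter and in the 7 fits of 19 libraries with clutch as a block, and EgtB1-like in 6 of those 7 fits and with only the 2 strains compared (log2FC 1.28, adjusted p = 0.000892).

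FFAR2-like is given as higher with the native strains than with MJ11, and Fig. 3E marks MB15A5 and ES114. It was called relative to MB15A5 but not relative to ES114 (log2FC -1.26, adjusted p = 0.358) or MB11B1 (log2FC -1.0, adjusted p = 0.247). Of the alternatives set beforehand, DESeq2 with ashr shrinkage (log2FC -0.72, adjusted p = 0.0166) and DESeq2 without shrinkage (log2FC -1.27) called it relative to ES114, and DESeq2 without shrinkage (log2FC -1.0) called it relative to MB11B1. DESeq2 with ashr shrinkage called it relative to ES114 in all 7 fits of 19 and all 7 fits of 20 libraries with clutch as a block and with only the 2 strains compared over the 19 libraries (log2FC -1.26, adjusted p = 1.28e-05), in fits chosen after seeing the values apart from the fit set beforehand. EgtB1-like was called between MJ11 and SR5 (log2FC 1.79, adjusted p = 0.0400), which Fig. 3D does not mark. It was also called in 7 of the 17 alternatives set beforehand, and was not called with no replicate block, all 20 libraries and robust dispersion and in 7 of the 8 fits without 1 library. It was not called by DESeq2 with ashr shrinkage in the 6 fits of 20 libraries with 1 CPM in 4 libraries, 10 counts in 3 libraries, 10 counts in 4 libraries, 10 counts in every library, edgeR's filter or a sum of at least 10 counts, nor in the 3 fits without the block, all chosen after seeing the values. The DESeq2 fit with ashr shrinkage, 20 libraries, 10 counts in 3 libraries and clutch as a block, chosen after seeing the values, called all pairs that Fig. 3 marks and none of the other pairs of MJ11 with another strain or of SR5 with ES114 for these 5 genes.

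Table S4 lists the genes of Fig. 2C, which the paper gives as the most highly regulated, and 23 of its 73 genes were not called in any of the 7 comparisons, while 158 DEGs of MJ11 vs MB15A5 lay outside it. Of the 23 genes, DESeq2 without shrinkage called 16, DESeq2 with ashr shrinkage called 2, 1 was called with robust dispersion, 1 was called without ES114 replicate 1, 1 was called without MB15A5 replicate 4 and 2 were called without MJ11 replicate 4, and the other 22 alternatives set beforehand called 0. In the DESeq2 fits with ashr shrinkage chosen after seeing the values, the number was 23 with 20 libraries and no filter on low counts, edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries, 17 with 19 libraries and no filter on low counts and 20 libraries and 1 CPM in 4 libraries, 12 with 19 libraries and a sum of at least 10 counts, 2 with 19 libraries and 10 counts in 4 libraries or 10 counts in 3 libraries, 4 with 19 libraries and 1 CPM in 4 libraries and 20 libraries and 10 counts in every library, 1 with 19 libraries and 10 counts in every library and 19 with 20 libraries and a sum of at least 10 counts. All 73 genes of the table were called with 20 libraries and edgeR's filter, 10 counts in 4 libraries or 10 counts in 3 libraries, again chosen after seeing the values. The heat map of Fig. 2C also holds the proteolysis group. In MJ11 vs ES114, 0 of its 13 genes were called at the claims and under the alternatives set beforehand, and DESeq2 without shrinkage called 11 of them in MJ11 vs SR5. DESeq2 with ashr shrinkage called 13 in MJ11 vs ES114 with 20 libraries and no filter on low counts, a sum of at least 10 counts, edgeR's filter, 10 counts in 4 libraries, 10 counts in 3 libraries or 1 CPM in 4 libraries and 3 with 20 libraries and 10 counts in every library, in fits chosen after seeing the values.

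The paper describes distinct groupings of ES114 and the strains of other hosts in Fig. 2A. The share of variance between strains was 7.82% for ES114 and SR5 (exact permutation test, p = 0.914) and 6.43% for ES114 and MJ11 (exact permutation test, p = 0.857). No alternative set beforehand gave a p under 0.05, which those with clutch means removed or 1 library left out could not reach. The tests without clutch removal set the strains against the large variance between clutches. Their high p therefore do not argue against a difference between the strains. With clutch means removed the shares were 47.3% and 39.8%, but this removal favors the observed labels, as 1 clutch has only 1 library in these pairs. With the removal repeated for every labeling, chosen after the data were examined, p was 0.250 for both (exact permutation tests), the smallest p that this allows, as it was for ES114 and MB15A5, and it was 0.75 for ES114 and MB11B1. With a VST of all 19 libraries together and the removal made only with the observed labels, also chosen afterwards, the shares were 25.4% (exact permutation test, p = 0.250) and 24.3% (exact permutation test, p = 0.125). In the pairs with 4 libraries each, the observed labels had the highest share of 16 labelings within clutches for MJ11 and each of MB15A5, MB11B1 and SR5 (exact permutation test, p = 0.125, the smallest p possible). It was not so for MB15A5 and MB11B1 (exact permutation test, p = 0.75), SR5 and MB15A5 (p = 0.375) or SR5 and MB11B1 (p = 0.625).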

Other observations

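The strain comparisons, and the DESeq2 fit and clutch removal given as set beforehand, were set before the data were examined. The splits of the libraries and the test of the ciliary genes over libraries were chosen before their results were seen. So was the correlation with gene length over all libraries. The other tests in this part were chosen only afterwards, the grouping of that correlation by clutch included.

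The libraries of 2 strains can be divided into groups of the same sizes in 35 ways, the real one included. For MJ11 vs ES114, 1 of the 35 splits gave as many as 7 DEGs, the real one, and the same held at an absolute log2FC of at least 1 and of at least 2. For MJ11 vs MB11B1 (45 DEGs) and MJ11 vs SR5 (4 DEGs) it was also 1 of 35. The largest numbers in the other splits were 0, 2 and 1, which argues against random grouping but does not exclude it. In the comparisons with 0 DEGs, SR5 vs ES114, MB15A5 vs ES114, MB11B1 vs ES114, SR5 vs MB15A5 and MB15A5 vs MB11B1, all 35 splits gave as many, as 0 cannot be undercut, and these had 899, 920, 524, 887 and 1440 genes at an unadjusted p under 0.05. Other splits of the same libraries gave up to 29, 4, 0, 62 and 1 DEGs. Because clutches pair the libraries, the real split was also set against the 8 splits that parted as many clutches, of which 1 gave as many DEGs for MJ11 relative to each other strain. The other splits put libraries of 1 clutch on the same side. With only 8 splits like the real one, random grouping cannot be excluded. For MJ11 against the 3 native strains together (116 DEGs) and for SR5 against them (4 DEGs), 1 of 50 drawn splits gave as many, the real one, with at most 1 and 3 DEGs in the others. Only 5 of the 50 splits parted as many clutches in each of these comparisons, the real one included. Of these 5, 1 gave as many DEGs.

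Outside the genes of Fig. 3, the DEGs with the largest changes included g20437, which rose (log2FC 4.03, standard error 0.94, adjusted p = 0.0398 from edgeR's quasi-likelihood test), and g10095, which fell (log2FC -2.93, standard error 0.64, adjusted p = 0.0292), in MJ11 relative to MB15A5. Relative to the 3 native strains together, SR5 gave 4 DEGs, all of which rose in every clutch, with g3180 (log2FC 1.95, standard error 0.27, adjusted p = 0.00960) and g5380 (log2FC 1.26, standard error 0.15, adjusted p = 0.00616) highest. Table S4 does not name these genes, and no explanation was tested for them.

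A candidate explanation for the differences in the gene list and in the numbers of DEGs is that ES114 replicate 2 was in the fit behind Fig. 2B and 2C, although the paper states that it was left out. If so, the proteolysis group of Table S4 should be called in MJ11 vs ES114 with 20 libraries and not with 19. In the DESeq2 fits with ashr shrinkage and clutch as a block, 0 of the 13 genes were called under each of 7 filters with 19 libraries, and 3 to 13 with 20 libraries. With 20 libraries and 10 counts in 3 libraries, all 73 genes of Table S4 were called, which was the highest number. Over the 7 filters 40 to 73 were called with 20 libraries and 43 to 67 with 19, and with 10 counts in every library 20 libraries called 40 and 19 called 43. The group was high in ES114 replicate 2 and not in the other ES114 libraries. These values are consistent with that library being in the fit. The fits were made with the paper's list known, and a different reason, such as another version of the counts, was not tested.

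The shares of variance on PC1 that the paper shows in Fig. 2A may come from values with the clutch means removed. Over 8 PCA settings without such removal, PC1 of the 5 strains held from 41.7 to 61.8%, and over 16 settings with removal it held 20.0 to 31.0%. The share of Fig. 2A lay only in the range with removal, which is consistent with it. Over the same settings, PC1 came within 1.5 times the paper's share in 0 of 8 settings without removal and 14 of 16 with it for the 3 E. scolopes strains, and in 0 of 8 and 16 of 16 for ES114 and MJ11. For ES114 and SR5 it did so in 4 of 8 and 16 of 16 and for all 20 libraries in 2 of 4 and 8 of 8, so these 2 panels separate the readings less. The removal set beforehand, after a VST of the libraries of each panel alone, gave 45.4% for ES114 and MJ11, which was not within 1.5 times. The other settings were chosen with the paper's shares known, the removal was made in 2 ways, and a different reason was not tested.

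A group of 9 genes that Table S4 annotates with ciliary or flagellar functions was higher with MJ11 than with the native strains, by 0.77 in the mean log2 CPM (exact permutation test, p = 0.00366, Benjamini-Hochberg adjusted p = 0.0251 over 48 tests), and 3 of the 4 MJ11 libraries lay above all 11 native libraries. The paper chose these genes on the same libraries. A wider set of genes that varies with the ciliary group could rise with it, for example if more ciliated cells were present. The paper reports that some light organs with MJ11 were colonized on only 1 side at 72 h. Their uncolonized side resembled the surface of newly hatched animals, and the paper saw no such organ with the other strains. Whether such organs were in these libraries is not given. The 100 genes that followed the group most closely in the 15 libraries without MJ11 (r from 0.868 to 0.962) were 0.26 higher with MJ11 in the mean log2 CPM (exact permutation test, p = 0.074), and 81 of the 100 rose, with a median log2FC of 0.18. Within clutches, the set was higher with MJ11 than the mean of the native libraries in 4 of 4 clutches, by 0.25 on average (exact permutation test within clutches, 192 labelings, p = 0.109). For the 9 genes themselves this p was 0.00521, the smallest that the exact test within clutches allows. Of 100 lists made in the same way around random genes, 1 had a median as high. With SR5 the set differed from the native strains by 0.03 (exact permutation test, p = 0.848). The difference of the wider set with MJ11 did not pass either permutation test and was rare among the lists, so that a rise of the wider set and a change of the 9 genes alone cannot be told apart with this number of libraries. No cell type was tested.

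The log2 ratio of each library to the others of its strain was correlated with gene length in a way that followed the clutch, for the 19 libraries. Spearman's rho across genes, which are not independent replicates, was 0.257 to 0.394 in the 4 libraries of replicate 2 and -0.323 to -0.238 in the 5 of replicate 3, so that all 9 had the sign of their clutch. It was 0.106 to 0.282 in replicate 4 and -0.334 to 0.150 in replicate 1, where 1 of 5 was positive. A length-dependent bias between sets of libraries prepared clutch by clutch could give this pattern, and so could a difference between the clutches themselves. The labels and the paper's text do not give the batches of preparation, so that these cannot be told apart. Clutch was a covariate in the tests at the claims.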
